# Intermittent Hypoxia Induces Cognitive Dysfunction and Hippocampal Gene Expression Changes in a Mouse Model of Obstructive Sleep Apnea

**DOI:** 10.3390/ijms26157495

**Published:** 2025-08-03

**Authors:** Kenta Miyo, Yuki Uchida, Ryota Nakano, Shotaro Kamijo, Masahiro Hosonuma, Yoshitaka Yamazaki, Hikaru Isobe, Fumihiro Ishikawa, Hiroshi Onimaru, Akira Yoshikawa, Shin-Ichi Sakakibara, Tatsunori Oguchi, Takuya Yokoe, Masahiko Izumizaki

**Keywords:** obstructive sleep apnea syndrome, Intermittent hypoxia, cognitive dysfunction, hippocampus, gene expression

## Abstract

Obstructive sleep apnea syndrome (OSAS) is characterized by cycles of decreased blood oxygen saturation followed by reoxygenation due to transient apnea. Cognitive dysfunction is a complication of OSAS, but its mechanisms remain unclear. Eight-week-old C57BL/6J mice were exposed to intermittent hypoxia (IH) to model OSAS, and cognitive function and hippocampal gene expression were analyzed. Three groups were maintained for 28 days: an IH group (oxygen alternating between 10 and 21% in 2 min cycles, 8 h/day), sustained hypoxia group (SH) (10% oxygen, 8 h/day), and control group (21% oxygen). Behavioral tests and RNA sequencing (RNA-seq) analysis were performed. While Y-maze test results showed no differences, the IH group demonstrated impaired memory and learning in passive avoidance tests compared to control and SH groups. RNA-seq revealed coordinated suppression of mitochondrial function genes and oxidative stress response pathways, specifically in the IH group. RT-qPCR showed decreased *Lars2*, *Hmcn1*, and *Vstm2l* expression in the IH group. Pathway analysis showed the suppression of the KEAP1-NFE2L2 antioxidant pathway in the IH group vs. the SH group. Our findings demonstrate that IH induces cognitive dysfunction through suppression of the KEAP1-NFE2L2 antioxidant pathway and downregulation of mitochondrial genes (*Lars2*, *Vstm2l*), leading to oxidative stress and mitochondrial dysfunction. These findings advance our understanding of the molecular basis underlying OSAS-related cognitive impairment.

## 1. Introduction

Obstructive sleep apnea syndrome (OSAS) is the most common sleep-related breathing disorder, with a prevalence of 13–33% in men and 6–19% in women [1], affecting approximately 1 billion people worldwide [2], with this prevalence continuing to rise due to increasing obesity rates and population aging [3]. The fundamental pathophysiological feature of OSAS is recurrent upper airway obstruction during sleep, leading to cycles of hypoxia followed by reoxygenation [4].

OSAS presents diverse clinical manifestations, including snoring, excessive daytime sleepiness, and choking sensations during sleep. OSAS significantly affects multiple organ systems and increases the risk of hypertension [5], type 2 diabetes [6], and cardiovascular diseases [7]. Among these complications, cognitive dysfunction has emerged as an important complication of OSAS [8]. Patients with OSAS experience impaired attention, memory deficits, learning difficulties, and executive dysfunction [9,10]. Moreover, OSAS has been associated with increased risk of mild cognitive impairment and dementia [11].

The hippocampus plays a central role in memory formation and consolidation. Neuroimaging studies have revealed hippocampal atrophy in OSAS patients, correlating with decreased memory and learning functions [12]. These structural and functional changes represent a significant clinical burden, as cognitive dysfunction substantially impacts patients’ daily functioning and quality of life. At the cellular level, OSAS impairs synaptic plasticity in the hippocampal CA1 region and reduces neuronal numbers in both CA1 and CA3 regions [13,14]. However, the precise molecular mechanisms underlying OSAS-induced cognitive dysfunction remain poorly understood.

Intermittent hypoxia (IH) is a core pathophysiological condition in OSAS. In mouse IH models, cycling oxygen concentrations are used to reproduce hypoxia-reoxygenation cycles that mimic OSAS. Mice exposed to IH have shown impairments in spatial cognition, working memory, and learning in behavioral tests such as the Morris water maze test [15], Y-maze test [16], and passive avoidance test [17]. These cognitive dysfunctions involve not only decreased oxygen utilization due to hypoxia but also oxidative stress resulting from increased production of reactive oxygen species (ROS) during reoxygenation [18,19,20].

While IH-induced cognitive dysfunction has been demonstrated, studies that distinguish and evaluate the effects of hypoxia and reoxygenation in IH are limited, and the precise roles of specific genes and molecular pathways that cause cognitive dysfunction in the hippocampus remain unclear. Previous studies have established that repeated hypoxia-reoxygenation cycles increase ROS production [18], with sustained hypoxia (SH) typically leading to adaptive responses while intermittent hypoxia generates repeated oxidative stress that may overwhelm cellular antioxidant defenses [21,22,23,24].

Our working hypothesis was that cyclical reoxygenation in IH, rather than hypoxia per se, drives cognitive dysfunction through enhanced oxidative stress generation and suppression of antioxidant pathways. We anticipated that IH would result in greater pathway suppression, more pronounced gene expression changes, and more severe cognitive impairment compared to SH alone. To test this hypothesis, we employed both IH and SH models to investigate the differential effects of reoxygenation on cognitive function and hippocampal gene expression, aiming to elucidate the molecular mechanisms underlying OSAS-related cognitive dysfunction.

## 2. Results

### 2.1. Y-Maze Test and Passive Avoidance Test

Figure 1A shows the alternation rate in the Y-maze test. One-way analysis of variance showed no statistically significant effect of exposure conditions (F(2,46) = 1.460, *p* = 0.243). Figure 1B shows the proportion of mice that reached 300 s without entering the dark side of the chamber on day 2 of the passive avoidance test [control: 84.4% (95% CI: 68.2–93.1%), IH: 36.4% (95% CI: 15.2–64.6%), SH: 88.2% (95% CI: 65.7–96.7%)]. A chi-square test among the three groups revealed statistically significant differences between groups (χ^2^(2) = 10.719, *p* = 0.005). Pairwise comparisons using chi-square tests with Bonferroni correction showed that the IH group had a significantly lower proportion of mice reaching 300 s compared to both the control group (χ^2^(1) = 8.760, corrected *p* = 0.009) and the SH group (χ^2^(1) = 8.429, corrected *p* = 0.011). No significant difference was observed between the control and SH groups (χ^2^(1) = 0.139, *p* = 0.710).

### 2.2. Comparisons of Differentially Expressed Genes (DEGs)

To investigate the effects of IH and SH on gene expression in the mouse hippocampus, RNA sequencing (RNA-seq) was performed. 

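Hippocampal RNA was sequenced from 4 control, 5 IH and 5 SH mice. The mice were 8 weeks old at the start and were kept for 28 days. The oxygen level of the IH group alternated between 10% and 21% in cycles of 120 s, with 70 s of hypoxia and 50 s of normoxia, for 8 h per day. The SH group breathed 10% oxygen for 8 h per day, and the control group breathed 21% oxygen throughout. IH and SH mice were exposed in different gas delivery systems, so an effect of equipment cannot be separated from that of the oxygen pattern. The control libraries came from mice of a preliminary experiment, whereas the IH and SH libraries came from the main experiment, so the 2 sources of a difference against control cannot be separated in these libraries. The authors aligned the reads to GRCm39 with HISAT2 and deposited the StringTie read counts of 7756 genes, without normalization. According to the methods these genes were kept for a processed signal that differed from the control group, so shares of changed genes and adjusted p-values hold only within this selection and not for all genes. The total count per library on these genes was between 8352355 and 11777101 in the control group (median 9721253), between 7568082 and 10578076 in IH (median 8498303) and between 7203659 and 10480839 in SH (median 8617516). The paper's sequencing depth counts all reads of a sample and was not used for scaling. Genes with a mean count of at least 40 in every group were kept, which left 7338 genes. Counts were scaled by TMM, and the 3 groups were fitted together with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were also counted at the limits of Figure 2, a log2 fold change beyond 0.58 in either direction with an unadjusted p under 0.05. Locations of genes are from GENCODE annotation of GRCm39.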

Volcano plots of DEGs are shown in Figure 2A–C. Key genes of interest are labeled in the volcano plots, including *Lars2*, *Hmcn1*, *Vstm2l*, and *Rps21*, which were subsequently validated by RT-qPCR. 

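Lars2 lies on chromosome 9 from 123195952 to 123291731 and encodes a mitochondrial leucyl-tRNA synthetase. Its normalized count was 3291 ± 161 (SD, n = 4) in control, 3355 ± 389 (SD, n = 5) in IH and 4980 ± 918 (SD, n = 5) in SH. IH and control did not differ (log2 fold change 0.03, standard error 0.11, adjusted p = 0.886, edgeR), and the sign of this difference changed without IH replicate 5 (-0.030). SH was above control by 0.60 (standard error 0.11, adjusted p = 0.00331, edgeR), and IH was below SH, with a log2 fold change of -0.57 (adjusted p = 0.0129, edgeR). Hmcn1, on chromosome 1 from 150438275 to 150869200, had 243 ± 50.9 (SD, n = 4) normalized counts in control, 116.5 ± 36.2 (SD, n = 5) in IH and 168 ± 33.6 (SD, n = 5) in SH. Its log2 fold change was -1.05 in IH vs. control (standard error 0.23, adjusted p = 0.0105, edgeR), while the differences of SH from control (-0.53, adjusted p = 0.108) and of IH from SH (-0.52, adjusted p = 0.252) did not pass the adjustment. The SH difference of Hmcn1 passed without IH replicate 3 (adjusted p = 0.0479) and after the GC content and length trends of each library were removed (-0.73, adjusted p = 0.0297), with adjusted p-values between 0.0198 and 0.303 over the alternatives. Vstm2l, on chromosome 2 from 157756523 to 157786639, fell from 1655 ± 140 (SD, n = 4) normalized counts in control to 877 ± 88.6 in IH and 1055 ± 167 in SH (SD, n = 5 each). The log2 fold changes against control were -0.92 in IH (standard error 0.11, adjusted p = 2.90e-04) and -0.65 in SH (standard error 0.11, adjusted p = 0.00144), and -0.27 between IH and SH (adjusted p = 0.207). With these trends removed, the SH difference of Vstm2l was -0.098 (adjusted p = 0.495, edgeR, the highest of its alternatives, the lowest being 1.35e-06), and that between IH and SH passed at -0.44 (adjusted p = 0.00583). Rps21, on chromosome 2 from 179899114 to 179900249, has 2 near-identical copies elsewhere in the genome, so its reads could have been split. Its normalized count was 2820 ± 202 (SD, n = 4) in control, 1957 ± 124 in IH and 3254 ± 363 in SH (SD, n = 5 each). It was below control in IH (log2 fold change -0.53, adjusted p = 0.00137) and not distinguishable from control in SH (0.21, adjusted p = 0.0821), and IH was below SH (-0.73, adjusted p = 0.00017135, edgeR). The SH difference of Rps21 passed with scaling by library total (adjusted p = 0.0459), without SH replicate 2 (0.27, adjusted p = 0.0192) and with the trends removed (0.45, adjusted p = 8.486e-04), and its adjusted p reached 0.218 over the alternatives.

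**Figure D1:**
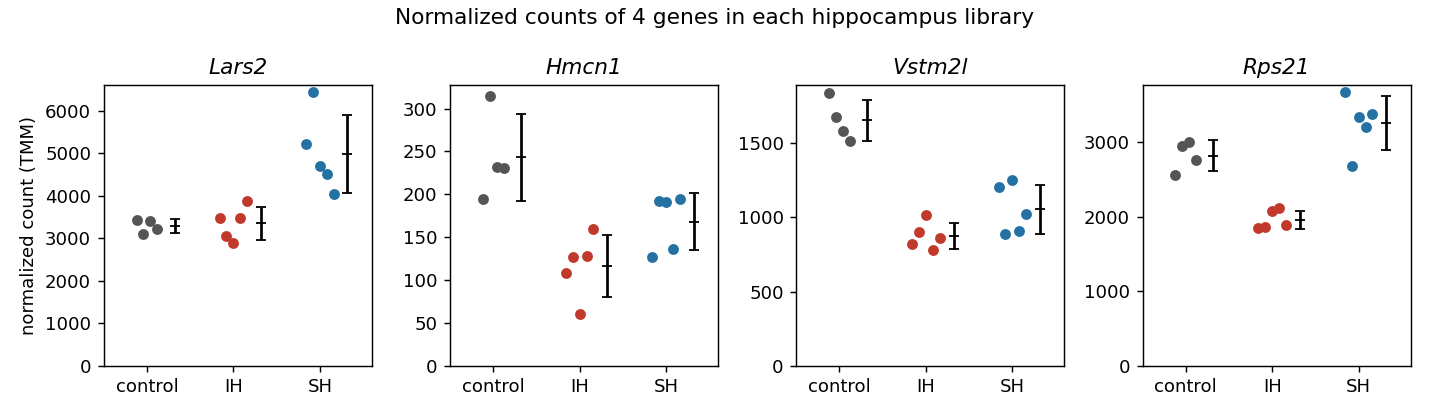
Normalized counts (vertical axis, from 0) of Lars2, Hmcn1, Vstm2l and Rps21 by group. Each point is 1 library, and the bar beside the points is the mean with its SD. Vstm2l lay lower in every IH and SH library than in any control library, and Lars2 was highest in SH.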

Compared to the control group, the IH group showed 170 downregulated and 46 upregulated genes, while the SH group showed 151 downregulated and 44 upregulated genes. 

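At the limits of Figure 2, 83 genes were lower and 114 higher in IH than in control, and 110 were lower and 89 higher in SH than in control. With edgeR's adjusted p under 0.05 and no limit on the fold change, 802 genes differed in IH vs. control, 356 lower and 446 higher, and 1514 in SH vs. control, 769 lower and 745 higher. Removing the trends with GC content and length, the single change of method at this threshold that moved both counts most, left 423 and 596 genes with an adjusted p under 0.05, and 53 lower in SH at the limits of Figure 2. Single control libraries also weighed on the counts. In IH vs. control, 408 genes passed the adjustment without control replicate 1, 386 without control replicate 2 and 518 without control replicate 4. In SH vs. control, 906 passed without control replicate 1 and 979 without control replicate 2. Without control replicate 4, the genes higher at the limits of Figure 2 numbered 186 in IH and 142 in SH. The mean log2 deviation of choroid plexus markers was 2.88 in control replicate 4 and -2.55 to -1.57 in the other controls. It was -1.62 to 2.38 in IH and -1.84 to 2.63 in SH. Whether unequal choroid plexus content moved these counts was not tested.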

Direct comparison between IH and SH groups revealed 37 downregulated and 19 upregulated genes in the IH group relative to the SH group. 

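In IH relative to SH, 30 genes were lower and 42 higher at the same limits. An adjusted p under 0.05 (edgeR) was reached by 174 genes, 66 lower and 108 higher, of the 1156 with an unadjusted p under 0.05. The number depended on single libraries. It was 93, 92, 114 and 92 without IH replicate 1, 2, 3 or 4, and 97, 92, 88 and 110 without SH replicate 2, 3, 4 or 5. It also depended on the method, with 300 genes by DESeq2, 64 when only the IH and SH libraries were fitted, and 42 with the study's own processing. The genes with the smallest adjusted p were Dbi, Rpl39 (log2 fold change -0.82), Rps21, Itm2a (-0.60) and Pcsk1n (0.65).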

The top 50 DEGs in each comparison, ranked by absolute log_2_ fold change (FC) magnitude, are shown in Table 1.

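All 50 genes listed for each comparison were among the counts. The minimum mean count kept 43 of them in IH vs. control, 47 in SH vs. control and 48 in IH vs. SH, and each of these had the direction given in Table 1. Across these genes, which are not independent replicates, the fold changes correlated with those of Table 1 (r = 0.999, 0.997 and 0.997). The paper's log2 values were lower by a median of -0.109 in IH vs. control, -0.051 in SH vs. control and -0.055 in IH vs. SH. An adjusted p under 0.05 (edgeR) was reached by 38, 46 and 22 of the genes, and the limits of Figure 2 by 42, 47 and 41, respectively. Since the table was chosen on these libraries, the counts are not independent evidence.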

Figure 2D shows a Venn diagram of the DEGs. 

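Among the genes at the limits of Figure 2, 76 were shared by IH vs. control and SH vs. control, 32 lower in both and 44 higher in both. Of these, 52 had an adjusted p under 0.05 (edgeR) in both. Leaving out control replicate 4 gave 118 shared genes. Over all genes tested, the log2 fold changes of the 2 comparisons correlated (r = 0.744 across genes, which are not independent replicates). Both comparisons use the same control libraries, and 20 simulations of unchanged groups gave an r of 0.509 to 0.603 and 4 to 23 shared genes. The simulations drew each gene independently and left out the selection of genes against control. They therefore do not show what chance gives in the deposited genes. With 2 control libraries for each comparison, the median r over 6 assignments was 0.298 and the median number of shared genes 47. Pknox1, on chromosome 17 from 31783674 to 31826696, had 185 ± 72.01 (SD, n = 4) normalized counts in control, 429 ± 30.0 in IH and 367 ± 19.3 in SH (SD, n = 5 each), with log2 fold changes of 1.21 (adjusted p = 0.00120) and 0.98 (adjusted p = 0.00251, edgeR). Klf2, on chromosome 8 from 73072726 to 73075502, had 246 ± 53.5 (SD, n = 4) in control, 140 ± 34.8 (SD, n = 5) in SH and 168 ± 13.5 (SD, n = 5) in IH. It was lower in SH beyond the limits of Figure 2, while in IH its log2 fold change was smaller in size than the limit, so Klf2 was not among the shared genes here.

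**Figure D2:**
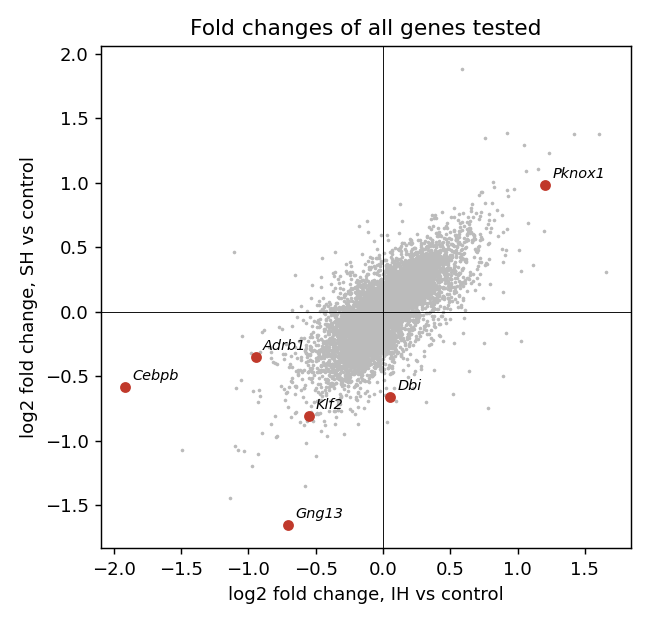
Log2 fold change of every gene tested in IH vs. control (horizontal axis) and SH vs. control (vertical axis). Each grey point is 1 gene and the red points are the 6 genes labelled by name. Pknox1 lies above 0 and Klf2 below 0 on both axes.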

Venn diagram analysis revealed that 73 genes were shared between IH/control and SH/control comparisons, including *Pknox1* and *Klf2*. 

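Genes at the limits of Figure 2 in both IH vs. control and IH vs. SH numbered 18. Adrb1, on chromosome 19 from 56710631 to 56721545, encodes the beta-1 adrenergic receptor. Its normalized count was 496 ± 54.5 (SD, n = 4) in control, 257 ± 38.5 (SD, n = 5) in IH and 389 ± 54.3 (SD, n = 5) in SH. The log2 fold change was -0.95 in IH vs. control (standard error 0.13, adjusted p = 5.48e-04, edgeR) and -0.60 in IH vs. SH (standard error 0.12, adjusted p = 0.0180, edgeR). A fit of only the IH and SH libraries gave an adjusted p of 0.0540 for the latter difference, the highest of its alternatives, the lowest being 6.15e-04.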

Sixteen genes were shared between IH/control and IH/SH comparisons, including *Adrb1*. Twelve genes were shared between IH/SH and SH/control comparisons, including *Dbi*. 

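Here, 19 genes were shared by IH vs. SH and SH vs. control. Dbi, on chromosome 1 from 120041010 to 120048808, has 1 near-identical copy elsewhere in the genome. Its normalized count was 1956 ± 121 (SD, n = 4) in control, 2028 ± 145 (SD, n = 5) in IH and 1237 ± 85.4 (SD, n = 5) in SH. The SH group was below control by a log2 fold change of -0.66 (standard error 0.070, adjusted p = 7.96e-05, edgeR), and IH was above SH by 0.71 (standard error 0.067, adjusted p = 1.01e-04, edgeR). IH and control did not differ (0.052, adjusted p = 0.637).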

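The genes at the limits of Figure 2 in all 3 comparisons were Cebpb and Gng13, 2 in number. Both are also counted here among the genes shared by any 2 comparisons. Cebpb, on chromosome 2 from 167530835 to 167532338, had 415 ± 96.1 (SD, n = 4) normalized counts in control, 110 ± 10.6 (SD, n = 5) in IH and 277 ± 59.6 (SD, n = 5) in SH. Its log2 fold change was -1.91 in IH vs. control (adjusted p = 6.28e-05), -0.58 in SH vs. control (adjusted p = 0.02597) and -1.33 in IH vs. SH (adjusted p = 7.59e-04, edgeR). The SH difference did not pass without control replicate 2 (-0.52, adjusted p = 0.0810), control replicate 4 (-0.47, 0.0858), SH replicate 2 (-0.49, 0.0601) or SH replicate 3 (-0.54, 0.0540), and was -0.10 (adjusted p = 0.783) after GC content and length trends were removed, with a lowest adjusted p of 0.0106 over the alternatives. Gng13, on chromosome 17 from 25936145 to 25938380, had 395 ± 44.4 (SD, n = 4) in control, 242 ± 47.4 (SD, n = 5) in IH and 125 ± 27.4 (SD, n = 5) in SH. Its log2 fold changes were -0.71 (adjusted p = 0.0169), -1.66 (adjusted p = 7.96e-05) and 0.95 (adjusted p = 0.0103, edgeR) in the same order. The IH difference did not pass without control replicate 2 (-0.63, adjusted p = 0.0668), nor with the trends removed (-0.44, adjusted p = 0.138), and its lowest adjusted p over the alternatives was 0.00143.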

Two genes (*Cebpb* and *Gng13*) were common to all three comparisons.

### 2.3. Functional Enrichment Analysis

Gene Ontology (GO) enrichment analysis using Metascape revealed significantly altered biological processes associated with DEG patterns (Figure 3). For DEGs in the IH vs. control comparison, enriched processes included neurological functions such as learning or memory (GO: 0007611, −log_10_ (*p*) = 3.86) and brain development (GO: 0007420, −log_10_ (*p*) = 2.96), as well as response to reactive oxygen species (GO: 0000302, −log_10_ (*p*) = 3.17), blood vessel development (GO: 0001568, −log_10_ (*p*) = 3.34), and IL-17 signaling pathway (mmu04657, −log_10_ (*p*) = 2.75) (Figure 3A). In contrast, DEGs in the SH vs. control comparison showed enrichment only in response to hypoxia (GO: 0001666, −log_10_ (*p*) = 2.22) with no effects on learning or memory (Figure 3B). 

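The paper's methods name Adrb1, Foxo6, Trem2, Klf2 and Sod3 as genes taken from the learning or memory and reactive oxygen species terms. The term lists were not analysed here. Besides Adrb1, none of them passed the adjustment in IH vs. control, although all were lower at an unadjusted p under 0.05. The log2 fold change of Foxo6 was -0.56 (standard error 0.18, adjusted p = 0.0526, edgeR), that of Klf2 -0.55 (standard error 0.18, adjusted p = 0.0583), that of Trem2 -0.52 (standard error 0.19, adjusted p = 0.0827) and that of Sod3 -0.61 (standard error 0.25, adjusted p = 0.114). Foxo6 passed with DESeq2 (adjusted p = 0.0163), with scaling by the 80th percentile (0.0459) and without control replicate 3 (0.0261), IH replicate 3 (0.0484) or SH replicate 5 (0.0387), and its adjusted p reached 0.144 over the alternatives. Klf2 passed with DESeq2 (adjusted p = 0.0295), in a fit of only IH and control (0.0442) and without control replicate 3 (0.0389) or SH replicate 4 (0.0498), and reached 0.341. Sod3 passed only with the level of choroid plexus markers as a covariate (adjusted p = 0.0359), and reached 0.272. All 5 IH libraries lay below the control mean for each of these genes.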

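Of the same 5 genes, Klf2 alone passed the adjustment in SH vs. control, with a log2 fold change of -0.81 (standard error 0.18, adjusted p = 0.00684, edgeR), larger in size than that in IH. This became -0.49 (adjusted p = 0.09896, with 4.38e-04 to 0.112 over the alternatives) once GC content and length trends were removed. The log2 fold changes of the others were -0.35 for Foxo6 (adjusted p = 0.173, edgeR), -0.47 for Trem2 (adjusted p = 0.0887), -0.35 for Adrb1 (adjusted p = 0.0571) and -0.20 for Sod3 (adjusted p = 0.584). Adrb1 passed the adjustment with DESeq2 (adjusted p = 0.0458), with scaling by the 80th percentile (0.0480) and without SH replicate 1 (-0.42, 0.0291), against a highest value of 0.421 over the alternatives. Trem2 passed without SH replicate 1 (-0.57, adjusted p = 0.0430), against a highest value of 0.523. A set of 19 genes induced through hypoxia-inducible factor had a median log2 fold change of 0.14 in SH vs. control (adjusted p = 0.418 by limma's camera test, and 0.0119 by its fry test).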

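Between IH and SH, Foxo6 (log2 fold change -0.22, adjusted p = 0.612, edgeR), Klf2 (0.26, adjusted p = 0.531) and Sod3 (-0.41, adjusted p = 0.451) did not differ beyond the spread of the libraries. The value of Trem2 was -0.052 (adjusted p = 0.950), and its sign changed without IH replicate 4 (0.060), SH replicate 1 (0.054) or SH replicate 4 (0.019).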

The IH vs. SH comparison also revealed no enrichment in learning or memory (Figure 3C).

QIAGEN Ingenuity Pathway Analysis (IPA) (QIAGEN, Hilden, Germany) identified major molecular pathways altered in each comparison. Results are displayed as positive or negative Z-scores indicating activation and inhibition, respectively. Figure 4A,B show the top 20 activated and inhibited pathways in the IH group compared to controls, respectively. 

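The gene lists of the pathway database were not analysed here, so sets of genes listed from general knowledge were tested with limma's camera test at an inter-gene correlation of 0.01, adjusted over 51 tests of 17 sets. The 48 genes of oxidative phosphorylation (OXPHOS) subunits had a median log2 fold change of -0.15 in IH vs. control (adjusted p = 8.85e-08), and 46 of them were lower. The 61 cytosolic ribosomal protein genes had a median of -0.20 (adjusted p = 1.56e-11), with 56 lower. Both calls held under limma's fry test (adjusted p = 0.015242 and 0.0119), and neither held when the correlation was estimated from the libraries (adjusted p = 0.438 for both). After GC content and length trends were removed, the OXPHOS median was -0.014 (adjusted p = 0.442, with 1.06e-11 to 0.631 over the alternatives). For the KEAP1-NFE2L2 pathway, 21 NRF2 target genes had a median of -0.095 (adjusted p = 0.229) and 17 proteasome subunits a median of -0.12 (adjusted p = 0.0867, camera). The proteasome value passed the adjustment without control replicate 1 (-0.14, adjusted p = 0.0319), control replicate 4 (-0.12, 0.0430) or IH replicate 3 (-0.15, 0.01402), and its adjusted p reached 0.892 over the alternatives. Members of each set outside the deposited genes were not analysed here.

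**Figure D3:**
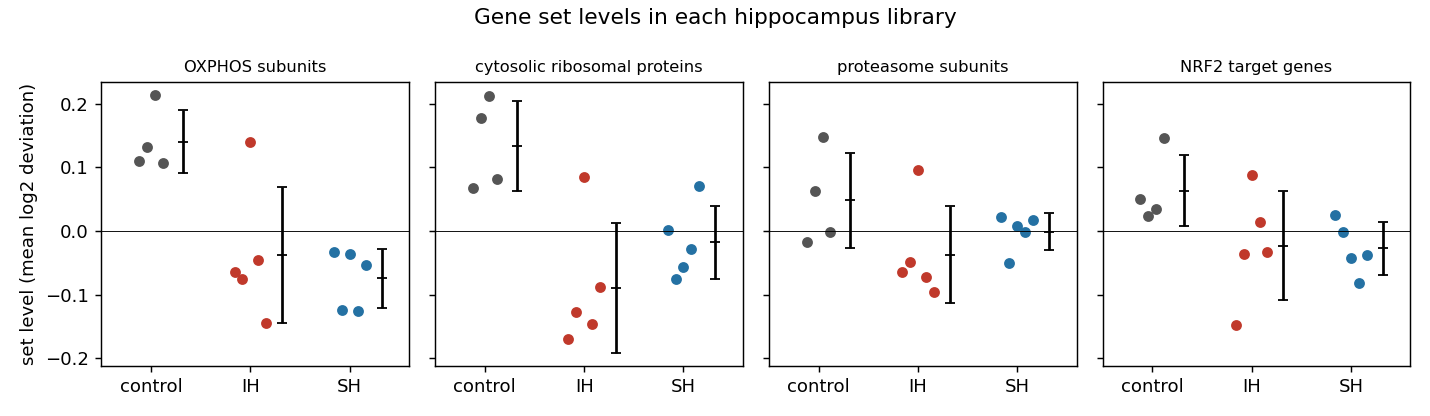
Level of 4 gene sets in each library, as the mean log2 deviation of the set's genes from their mean over all libraries (vertical axis), by group. Each point is 1 library, and the bar beside the points is the mean with its SD. Ribosomal protein levels were below the control mean in all 5 IH libraries.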

Activated pathways included mitochondrial dysfunction (−log_10_ (*p*) = 19.6, Z-score = 4.838), while inhibited pathways included the KEAP1-NFE2L2 antioxidant pathway (−log_10_ (*p*) = 5.74, Z-score = −5.303). For the IH vs. SH comparison, the top 20 altered pathways are shown in Figure 4C, D, with the KEAP1-NFE2L2 pathway inhibited (−log_10_ (*p*) = 4.33, Z-score = −3.441).

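Between IH and SH, the NRF2 target genes (median -0.028, adjusted p = 0.784, camera) and the proteasome subunits (-0.049, adjusted p = 0.371) did not stand out from the other genes. Their mean levels did not differ beyond the spread of the libraries (exact permutation test, 2-sided, p = 0.913 and 0.365). The NRF2 value changed sign without SH replicate 1 (0.0046). OXPHOS subunits had a median of 0.067 (adjusted p = 0.185), and passed the adjustment without IH replicate 5 (0.065, adjusted p = 0.0333), against a highest value of 0.899 over the alternatives. Cytosolic ribosomal proteins were lower in IH (-0.098, adjusted p = 0.0370), a call that did not hold under fry (adjusted p = 0.408, with 6.21e-05 to 0.793 over the alternatives). It was also lost without IH replicate 1 (-0.076), IH replicate 2 (-0.091), IH replicate 4 (-0.081), SH replicate 1 (-0.090), SH replicate 4 (-0.084) or SH replicate 5 (-0.058). Mitochondrial ribosomal proteins were higher in IH (0.14, adjusted p = 6.62e-06), which held under fry. From its pathway scores, the paper proposes that suppression of the KEAP1-NFE2L2 pathway in IH weakens antioxidant defense.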

### 2.4. RT-qPCR

mRNA expression changes obtained by RT-qPCR are shown in Figure 5 and Table 2. Of the 23 genes analyzed, 19 genes showed no statistically significant effects of exposure conditions, including *Adrb1*, *Foxo6*, *Trem2*, *Klf2*, *Sod3*, *Cebpb*, *Dbi*, *Manf*, *Trpc6*, *Hspa5*, *Nov*, *Basp1*, *H1fx*, *Ism1*, *Phc3*, *Pknox1*, *Rasl11a*, *Rps27*, and *Sdf2l1*.

Four genes showed significant expression changes: *Lars2* (F(2,22) = 4.376, *p* = 0.025), *Rps21* (F(2,22) = 3.870, *p* = 0.036), *Hmcn1* (F(2,22) = 9.196, *p* = 0.001), and *Vstm2l* (F(2,22) = 5.509, *p* = 0.012). Post-hoc analysis using Tukey’s HSD test revealed the following patterns: *Lars2* expression was significantly lower in the IH group compared to the SH group (*p* = 0.036) with a trend toward decrease vs. control (*p* = 0.056). *Rps21* expression was significantly lower in the SH group compared to control (*p* = 0.033). *Hmcn1* expression was significantly lower in the IH group compared to both control (*p* = 0.008) and SH groups (*p* = 0.002). *Vstm2l* expression was significantly lower in the IH group compared to control (*p* = 0.012) with a trend toward decrease vs. SH (*p* = 0.055).

## 3. Discussion

The present study demonstrates that IH induces learning or memory impairments. RNA-seq and RT-qPCR analyses indicated the involvement of the KEAP1-NFE2L2 pathway and identified novel genes potentially associated with OSAS.

Behavioral tests demonstrated that IH specifically induces cognitive dysfunction. The passive avoidance test revealed significant learning or memory impairments in the IH group, with a decreased proportion of mice exceeding the cutoff value compared to both control and SH groups, while no difference was observed between SH and control groups. These findings are consistent with previous research using similar IH conditions (minimum FiO_2_ 5%/4 min cycles/8 h daily/3 weeks) [17] and clearly indicate that intermittent, rather than sustained, hypoxia specifically impairs cognitive function. The differential sensitivity between these tests suggests that fear-motivated learning is more vulnerable to IH-induced oxidative stress than spatial working memory. This is likely because fear memory consolidation requires hippocampal neural circuit function [25], and the hippocampus is vulnerable to oxidative stress from repeated reoxygenation cycles [14]. Although the Y-maze test showed no significant differences between groups under our 4-week experimental conditions, this aligns with previous studies [17], and longer exposure durations may be required for spatial cognitive impairment [16].

RNA-seq analysis identified DEGs among groups. GO analysis of RNA-seq data revealed alterations in “learning or memory” and “response to reactive oxygen species” as key categories specifically altered in the IH group. Based on these results, RT-qPCR analysis revealed significant downregulation in four genes: *Lars2*, *Vstm2l*, *Hmcn1*, and *Rps21*. *Lars2* encodes mitochondrial leucyl-tRNA synthetase essential for mitochondrial protein synthesis and functional maintenance [26,27,28,29]. This gene has been linked to Alzheimer’s disease, with knockdown studies demonstrating direct effects on neuronal function, including shortened axon length, reduced dendritic branching, increased mitochondrial superoxide levels, and neuronal cell death, and knockout mice exhibit cognitive dysfunction, increased p-tau, and hippocampal atrophy [30]. These neuromorphological alterations suggest that *Lars2* downregulation may contribute to the cognitive deficits observed in our study. Additionally, decreased *Lars2* expression impairs mitochondrial stress responses, leading to elevated ROS levels [31]. *Vstm2l* is localized to mitochondria and involved in maintaining mitochondrial homeostasis [32]. While specific roles of *Vstm2l* in synaptic plasticity remain to be fully elucidated, mitochondrial function is essential for neuronal energy metabolism. The previous study showed that repeated cycles of hypoxia-reoxygenation increased ROS production [18]. In addition, the increase in mitochondrial ROS is associated with neuronal cell death and cognitive dysfunction [19,20]. Therefore, the downregulation of mitochondrial genes *Lars2* and *Vstm2l* suggests potential mechanisms for cognitive dysfunction that may involve impaired mitochondrial function and elevated ROS levels. *Hmcn1*, encoding an extracellular protein involved in epithelial cell junction organization [33], has been implicated in Alzheimer’s disease pathways [34]. In contrast, *Rps21*, encoding ribosomal protein S21 [35], showed downregulation specifically in the SH group. However, the preserved cognitive function in SH mice suggests that Rps21 downregulation alone may not be sufficient to cause behavioral deficits.

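In SH vs. control, the median log2 fold change was -0.066 for the NRF2 target genes (adjusted p = 0.370, limma's camera test) and -0.070 for the proteasome subunits (adjusted p = 0.418). The proteasome median turned to 0.014 after GC content and length trends were removed. OXPHOS subunits had a median of -0.24 (adjusted p = 8.85e-08), with 39 of 48 lower, and cytosolic ribosomal proteins a median of -0.11 (adjusted p = 9.79e-05). With the trends removed these were -0.071 (adjusted p = 0.119, with 3.50e-09 to 0.438 over the alternatives) and -0.028 (adjusted p = 0.798, the highest of its alternatives, the lowest being 5.24e-06).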

A key finding of this study was the significant suppression of the KEAP1-NFE2L2 pathway identified through QIAGEN IPA, with suppression observed in both IH and SH groups compared to the control group and notably stronger suppression in the IH group. The KEAP1-NFE2L2 pathway functions as a major regulator of intracellular antioxidant defense systems, playing cytoprotective roles including suppression of inflammatory signals [21], regulation of mitochondrial function [22], prevention of cell death [23], and neuroprotection [24]. Chronic IH exposure has been shown to decrease *Nrf2* expression in multiple organs, including the hippocampus [14]. 

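Nfe2l2, the mouse gene for NRF2, lies on chromosome 2 from 75504739 to 75534985. Its normalized count was 282 ± 75.1 (SD, n = 4) in control, 409 ± 34.4 (SD, n = 5) in IH and 344 ± 60.1 (SD, n = 5) in SH. Its log2 fold change in IH vs. control, 0.54 (standard error 0.16), was short of the fold change limit of Figure 2. With no limit on the fold change, it was higher in IH than in control (adjusted p = 0.0432, edgeR). This call was lost without control replicate 1 (0.41, adjusted p = 0.127), 2 (0.0961) or 3 (0.0901), and without IH replicate 1 (0.0646), 2 (0.0747), 4 (0.0679) or 5 (0.0841). It was also lost with scaling by the 80th percentile (adjusted p = 0.05096) and after GC content and length trends were removed (0.0971), and its lowest adjusted p over the alternatives was 0.0128. SH did not differ from control (0.29, adjusted p = 0.204) except without control replicate 4 (0.48, adjusted p = 0.0450), nor IH from SH (0.25, adjusted p = 0.483). Keap1, on chromosome 9 from 21141026 to 21150679, had 1591 ± 91.7 (SD, n = 4), 1523 ± 55.9 (SD, n = 5) and 1438 ± 94.8 (SD, n = 5) normalized counts in control, IH and SH. Its log2 fold changes, -0.063 in IH vs. control, -0.15 in SH vs. control and 0.082 in IH vs. SH, did not pass the adjustment (edgeR), except for SH vs. control without SH replicate 1 (-0.19, adjusted p = 0.0300). Those against control changed sign, to 0.052 in IH and 0.032 in SH, once GC content and length trends were removed.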

In the present study, although *Nrf2* expression showed no significant differences between groups, pathway analysis revealed alterations in the KEAP1-NFE2L2 pathway. IH-induced suppression of the KEAP1-NFE2L2 pathway suggests potential attenuation of antioxidant defense and neuroprotective mechanisms, which may be associated with cognitive dysfunction. Regarding the KEAP1-NFE2L2 pathway, SH typically activates this pathway acutely but may lead to adaptive responses under chronic conditions. In contrast, IH involves repeated reoxygenation cycles that generate additional oxidative stress, resulting in greater pathway suppression than SH alone.

The coordinated downregulation of mitochondrial genes (*Lars2*, *Vstm2l*) alongside KEAP1-NFE2L2 pathway suppression suggests potential molecular pathways whereby IH exposure may affect cellular antioxidant defenses and mitochondrial function, possibly contributing to cognitive impairment. Figure 6 summarizes the proposed molecular mechanisms linking IH-induced ROS production to cognitive dysfunction through KEAP1-NFE2L2 pathway suppression and gene expression changes.

This study has several limitations. First, our behavioral and molecular analyses were limited in scope—additional cognitive tests, protein-level validation, and ROS measurements would strengthen our findings. Second, we did not examine neurobiological changes such as neuronal morphology or synaptic markers. Third, our study lacks intermediate timepoints to distinguish acute versus chronic effects of hypoxia exposure. Additionally, we did not perform correlation analysis between individual gene expression and pathway suppression scores. Future studies should include comprehensive validation approaches and multiple assessment timepoints to provide a more complete understanding of IH-induced cognitive dysfunction mechanisms.

## 4. Materials and Methods

### 4.1. Animals

Seventy-one male C57BL/6J mice (weight: 22.5 ± 2.9 g; age: 8 weeks; Japan SLC, Hamamatsu, Japan) were used for behavioral and molecular analyses. Mice were housed in groups of 5–6 per cage (30 cm length × 20 cm width × 12 cm height) under controlled environmental conditions at a temperature of 24 ± 1 °C and a 12:12 h light-dark cycle (lights on at 08:00). Mice had ad libitum access to food and water. All experimental protocols were approved by the Animal Research Committee of Showa Medical University (Tokyo, Japan) (approval code: 124040, approval date: 1 April 2024).

### 4.2. Experimental Protocol

Mice were allocated to the control group (*n* = 38), IH group (*n* = 16), and SH group (*n* = 17). The IH group mice were exposed to intermittent hypoxic loading with alternating oxygen concentrations of 10% and 21% in 2 min cycles for 8 h daily (12:00–20:00). The SH group mice were exposed to continuous hypoxic loading at 10% oxygen concentration for 8 h daily (12:00–20:00). The control group mice were housed without hypoxic exposure. Mice were maintained under these conditions for 28 days, followed by Y-maze testing on day 29, passive avoidance testing (day 1) on day 29, and passive avoidance testing (day 2) on day 30. After behavioral experiments, mice were euthanized under isoflurane anesthesia and decapitated for hippocampal collection. Hippocampi were immersed in RNA stabilization solution (RNAprotect Tissue Reagent, QIAGEN) to prevent RNA degradation, kept at 4 °C overnight, and then stored at −80 °C. Hippocampal samples were used for RNA-seq and cDNA synthesis.

### 4.3. Intermittent Hypoxia Exposure, Sustained Hypoxia Exposure

The 8 h hypoxia exposure period (12:00–20:00) during the light phase was selected based on established protocols in intermittent hypoxia research [36,37] and specifically following 8 h exposure protocols for cognitive function studies [14,17], and to mimic the inactive period in mice, corresponding to the sleep period when OSA occurs in humans. This timing aligns with the nocturnal circadian rhythm of mice, where the light phase represents their natural rest period.

The IH parameters were designed to approximate the pathophysiological patterns observed in human OSA. Clinical polysomnographic studies show that OSA patients experience desaturation-reoxygenation cycles with non-sigmoidal patterns, featuring faster reoxygenation compared to desaturation phases [38]. Our 2 min cycle protocol (70 s hypoxia, 50 s normoxia) was chosen to reflect these clinically observed temporal dynamics, providing a reasonable experimental model for studying IH-related effects. Mice in the IH group were exposed to intermittent hypoxia for 8 h daily from 12:00 to 20:00 for 28 days using a custom-made gas control delivery system…”Mice in the IH group were exposed to intermittent hypoxia for 8 h daily from 12:00 to 20:00 for 28 days using a custom-made gas control delivery system (Shibata Scientific Technology Ltd., Tokyo, Japan) with oxygen and nitrogen alternation to create alternating hypoxic and normoxic conditions, controlled by a pressure controller (Gas Cylinder Auto Changer Model 8500, WAKEN BTECH Co., Ltd., Kyoto, Japan). One cycle was defined as 120 s, consisting of a hypoxic phase (10% oxygen, 70 s) and a normoxic phase (21% oxygen, 50 s). Oxygen concentrations were continuously monitored by an oxygen analyzer (XP-3380II, Shin-Cosmos Electric Co., Ltd., Osaka, Japan) and recorded using an A/D converter (PL2604 PowerLab 4/26, ADInstruments, Dunedin, New Zealand) connected to LabChart v7 (ADInstruments).

Mice in the SH group were housed using a custom-made acrylic box (56 cm width × 45 cm height × 41 cm depth) (Kyodo International Co., Ltd., Kawasaki, Japan) with their cages placed inside. The box featured five 0.8 cm air holes: two at the upper corners of the back panel and two at the lower corners of each side panel, with a fan attached at a height of 28 cm on the left side panel that operated continuously throughout the experiment. A gas control delivery system (ProOx P110, BioSpherix, Parish, NY, USA) and a pressure controller (Gas Cylinder Auto Changer Model 8500, WAKEN BTECH Co., Ltd.) were employed to maintain hypoxic conditions using nitrogen. The system continuously monitored oxygen concentration using a built-in oxygen analyzer and featured a programmable timer function (H5S, OMRON, Kyoto, Japan). Mice were exposed to sustained hypoxia at 10% oxygen concentration for 8 h daily (12:00–20:00) over 28 days. During the remaining period (20:00–12:00), atmospheric oxygen concentration (21%) was maintained using an air pump (AP-30P, Yasunaga Air Pump Co., Ltd., Tokyo, Japan).

Both gas delivery systems were validated before experiments and underwent regular calibration to ensure accurate gas circulation and maintain stable concentrations.

### 4.4. Y-Maze Test

Based on previous studies [16,17,39], mouse short-term spatial working memory was evaluated using the Y-maze test. Forty-nine mice (control group: *n* = 17, IH group: *n* = 16, SH group: *n* = 17) were analyzed, with one mouse from the IH group excluded due to deviation from the Y-maze test during the experiment. The maze consisted of three identical arms radiating from a central area at 120° angles to each other, with dimensions of 40 cm length × 12 cm height, 3 cm width at the floor expanding to 10 cm width at the ceiling. Arm entry was defined as all four paws completely entering an arm. Mice explored the maze for 8 min while the number of arm entries was recorded by an overhead video camera (MX Brio C1100PG, Logitech International S.A., Lausanne, Switzerland) and analyzed using behavioral analysis software (SMART V 3.0, Bio Research Center Co., Ltd., Nagoya, Japan). The percentage of spontaneous alternation was calculated as: %Alternations = (number of triads/(N − 2)) × 100, where N = total number of entries.

### 4.5. Passive Avoidance Test

Sample size calculations were based on standard guidelines for χ^2^ analysis. For detecting a large effect size (Cohen’s h ≥ 0.7) with α = 0.05 and power = 0.80, the minimum required sample size is approximately *n* = 16 per group. Based on previous studies [17,40], mouse memory and learning ability were evaluated using a two-compartment step-through passive avoidance apparatus (MPB-M030, Melquest Co., Toyama, Japan). Seventy-one mice (control group: *n* = 38, IH group: *n* = 16, SH group: *n* = 17) were initially used. The apparatus consisted of a bright compartment (10.0 × 18.0 × 14.5 cm) and a dark compartment (18.0 × 18.0 × 14.5 cm) separated by a wall with a guillotine door. The bright compartment was illuminated at 145 lx.

During the training phase, mice were placed in the bright compartment for 20 s before the guillotine door was opened to allow entry into the dark compartment. When mice entered the dark compartment, the guillotine door was closed, and an electric shock (0.3 mA) was delivered for 3 s. The 0.3 mA shock intensity was selected based on manufacturer recommendations (Melquest Co.) and is consistent with established protocols using 0.3 mA for 3 s in passive avoidance testing [40], ensuring reliable learning responses while maintaining appropriate animal welfare standards. Testing was performed 24 h after training. Mice were placed in the bright compartment for 20 s before the guillotine door was opened. The latency to enter the dark compartment was recorded for up to 300 s. Mice that did not enter the dark compartment after 300 s were considered to have retained memory, and this proportion was used for analysis. Due to experimental protocol errors, 11 mice (6 from the control group and 5 from the IH group) that received multiple electrical stimulations were excluded from the analysis, resulting in final group sizes of *n* = 32 (control), *n* = 11 (IH), and *n* = 17 (SH).

### 4.6. RNA Sequencing

Total RNA was extracted from hippocampi using the RNeasy^®^ Plus Universal Mini Kit (QIAGEN) following the manufacturer’s protocol. Total RNA concentration and purity were determined based on the ratio of absorbance at 260 nm and 280 nm using a NanoDrop One Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). RNA samples with A260/280 ratios ≥ 1.8 and A260/230 ratios ≥ 1.8 were considered acceptable for further analysis. For RNA-seq analysis, 5 samples each from the IH and SH groups and 4 samples from the control group were submitted to Rhelixa Co., Ltd. (Tokyo, Japan). Control samples were prepared from mice exposed to atmospheric conditions under identical experimental conditions (same mouse strain, age, and housing duration) in a preliminary experiment. RNA integrity was assessed by Rhelixa Co., Ltd., and only samples with RNA Integrity Number ≥ 8.0 were used for sequencing. Library preparation was performed using the NEBNext Ultra II Directional RNA Library Prep Kit with NEBNext Poly(A) mRNA Magnetic Isolation Module for poly-A selection (New England Biolabs, Ipswich, MA, USA). Sequencing was conducted on an Illumina NovaSeq 6000 platform (Illumina, San Diego, CA, USA), generating paired-end 150 bp reads with an average sequencing depth of 26.7 million reads per sample.

In the primary analysis, adapter sequences and low-quality bases in paired-end reads were removed with fastp (version 0.23.4). Filtered paired-end reads were mapped to the mouse reference genome (GRCm39) by HISAT2 (version 2.2.1) and expression levels were quantified by StringTie (version 2.2.1). The read count values of the gene expression data (raw signal) were subjected to appropriate processing by Subio Platform (Subio Inc, Nagoya, Japan), including binary log transformation, global normalization by 80th percentile, low signal cutoff (read counts < 40), missing value completion (log_2_ 32), correction by control group values (Processed signal), averaging and ratio calculation to the control group by exponential function (FC). Specifically, among the read gene expression data (40,015 genes), only genes for which the raw signal in each group was above the low signal cutoff value for protein-coding genes were extracted (13,733 genes) and further filtered to genes with a processed signal ≥ |0.25| (7756 genes).

For secondary analysis, functional analysis was performed using Metascape to identify enriched biological pathways and processes [41]. DEG lists were analyzed with thresholds of FC > 1.5 or < 0.67 and significance levels with *p* < 0.05. Furthermore, pathway analysis was conducted using QIAGEN IPA to examine molecular networks. Of the 7756 genes, 38 genes that were not mapped within the QIAGEN IPA were excluded, and of the remaining 7718 genes, those meeting *p* < 0.05 were analyzed. Data were considered significant with thresholds of −log_10_ (*p*) > 1.3 and |Z-score| > 2.0. The sequence data were deposited in the Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo, accessed on 25 July 2025; accession no. GSE 299437).

### 4.7. RT-qPCR

For RT-qPCR analysis, total RNA samples from the control group included 9 samples extracted in this experiment, while the IH and SH groups used 8 samples from each group. cDNA was synthesized from total RNA using PrimeScript™ RT Master Mix (Takara Bio Inc., Kusatsu, Japan) according to the manufacturer’s protocol.

Target genes were selected based on several criteria. Based on GO analysis results, genes with read counts >100 that have been reported to be associated with cognitive function or neural processes within the “learning or memory” and “response to reactive oxygen species” categories were selected (*Adrb1* [42], *Foxo6* [43], *Trem2* [44], *Klf2* [45], *Sod3* [46]). Additionally, three categories of genes were included: genes previously reported to be associated with cognitive function or neural processes but not identified in the GO analysis (*Cebpb* [47], *Dbi* [48], *Lars2* [30], *Manf* [49], *Trpc6* [50]), genes with high read counts (>1500) but no existing literature reports (*Hspa5*, *Nov*, *Rps21*), and genes with large FC (>2.0 or <0.5) (*Basp1*, *H1fx*, *Hmcn1*, *Ism1*, *Phc3*, *Pknox1*, *Rasl11a*, *Rps27*, *Sdf2l1*, *Vstm2l*).

Probe details are provided in Table 3. All probes contained 6-FAM at the 5′ end, ZEN quencher internally, and Iowa Black FQ quencher at the 3′ end and were synthesized through a PrimeTime Mini qPCR Assay (Integrated DNA Technologies, Inc., Coralville, IA, USA). Quantitative PCR was performed in a total volume of 10 μL with PrimeTime^®^ Gene Expression Master Mix (Integrated DNA Technologies, Inc., Coralville, IA, USA) and QuantStudio™ 5 Real-Time PCR system (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. The PCR conditions were as follows: initial denaturation at 95 °C for 3 min, followed by 45 cycles of 95 °C for 15 s and 60 °C for 30 s.

The relative expression levels of each gene were determined by the ΔΔCt method using *Gapdh* as an internal control. *Gapdh* was selected as the reference gene based on its established stability in intermittent hypoxia studies. Previous validation studies using RT-qPCR have demonstrated *Gapdh* stability in chronic intermittent hypoxia models of sleep apnea in both brain tissue [51] and cardiac tissue [52], supporting its use as an appropriate internal control for this experimental paradigm.

### 4.8. Statistical Analysis

Statistical analyses were performed using JMP Pro ver.17.0.0 (JMP Statistical Discovery LLC., Cary, NC, USA). All data are presented as mean ± standard error. For Y-maze test alternation behavior rates and hippocampal mRNA levels, one-way analysis of variance (ANOVA) followed by Tukey’s HSD test was used for multiple group comparisons. For the passive avoidance test, the proportion of mice exceeding the cutoff value (300 s) was compared using the chi-square test. Statistical significance was set at *p* < 0.05.

## 5. Conclusions

In this study, we demonstrated that IH induces learning or memory impairments using a mouse model of OSAS. RNA-seq and RT-qPCR analyses revealed three genes (*Lars2*, *Hmcn1*, and *Vstm2l*) that showed specific downregulation in the IH group and confirmed the involvement of the KEAP1-NFE2L2 antioxidant pathway. These findings provide insights into the molecular basis of cognitive dysfunction in OSAS.

## Figures and Tables

**Figure 1:**
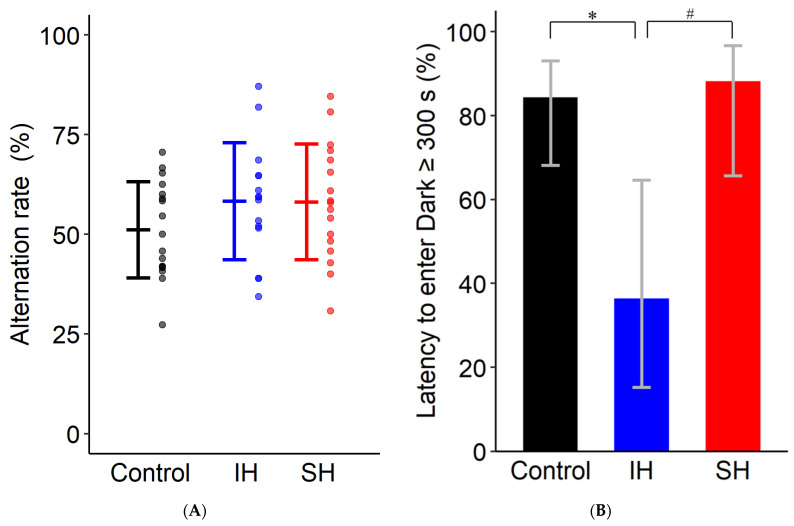
Behavioral test results. (**A**) Alternation rate in the Y-maze test. No statistically significant differences were observed among the control, IH, and SH groups (F(2,46) = 1.460, *p* = 0.243). (**B**) Percentage of mice with dark chamber entry latency ≥ 300 s in the passive avoidance test. The IH group showed a significantly lower percentage compared to the control group (* *p* = 0.009, Bonferroni-corrected). The IH group also showed a significantly lower percentage compared to the SH group (# *p* = 0.011, Bonferroni-corrected). No significant difference was observed between the control and SH groups (χ^2^(1) = 0.139, *p* = 0.710). Data are presented as mean ± standard error (**A**); control: *n* = 17, IH: *n* = 15, SH: *n* = 17) or as percentage with 95% binomial confidence intervals (**B**; control: *n* = 32, IH: *n* = 11, SH: *n* = 17). Panel (**B**) presents binary categorical data (success/failure for individual mice), which differs from the continuous data presentation in other panels. Statistical significance for (**A**) was determined by one-way ANOVA, and for (**B**) by chi-square test with Bonferroni correction. Statistical significance was set at *p* < 0.05. * *p* < 0.05, IH vs. control; # *p* < 0.05, IH vs. SH. IH, intermittent hypoxia; SH, sustained hypoxia.

**Figure 2:**
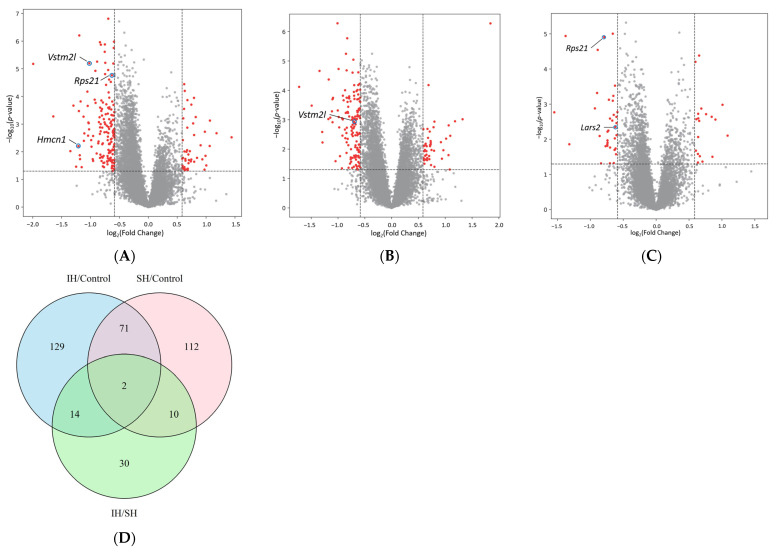
Differentially expressed genes (DEGs) analysis (control: *n* = 4, IH and SH: *n* = 5 each). (**A**–**C**) Volcano plots showing gene expression changes between different oxygen exposure conditions. (**A**) IH vs. control, (**B**) SH vs. control, (**C**) IH vs. SH. The *X*-axis shows log_2_ fold change (FC); the *Y*-axis shows −log_10_ (*p*-value). Red dots represent DEGs. Statistical significance was set at |log_2_ (FC)| > 0.58 and −log_10_ (*p*) > 1.3. Key genes of interest (*Lars2*, *Hmcn1*, *Vstm2l*, *Rps21*) are labeled on the volcano plots. (**D**) Venn diagram of DEGs among the three comparisons. Seventy-three genes were shared between IH vs. control and SH vs. control comparisons, sixteen genes between IH vs. control and IH vs. SH comparisons, and twelve genes between IH vs. SH and SH vs. control comparisons. Two genes were common to all three comparisons. IH, intermittent hypoxia; SH, sustained hypoxia.

**Figure 3:**
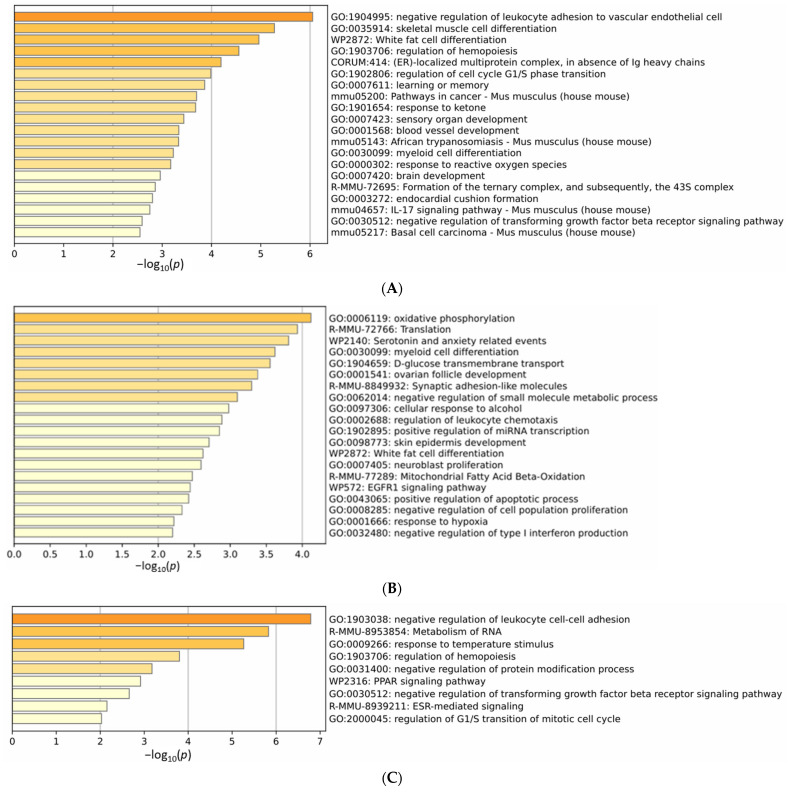
Gene Ontology (GO) analysis of biological processes (control: *n* = 4, IH and SH: *n* = 5 each). (**A**) GO analysis results for DEGs in the IH vs. control comparison. The *X*-axis shows −log10 (*p*) values. In addition to neurological processes such as learning or memory and brain development, response to reactive oxygen species and blood vessel development showed significant enrichment. (**B**) GO analysis results for DEGs in the SH vs. control comparison. Enrichment in response to hypoxia was observed, but no significant enrichment in learning, memory, or neurological processes was found. (**C**) GO analysis results for DEGs in the IH vs. SH comparison. No significant enrichment in neurological processes was observed. Statistical significance was set at *p* < 0.05.

**Figure 4:**
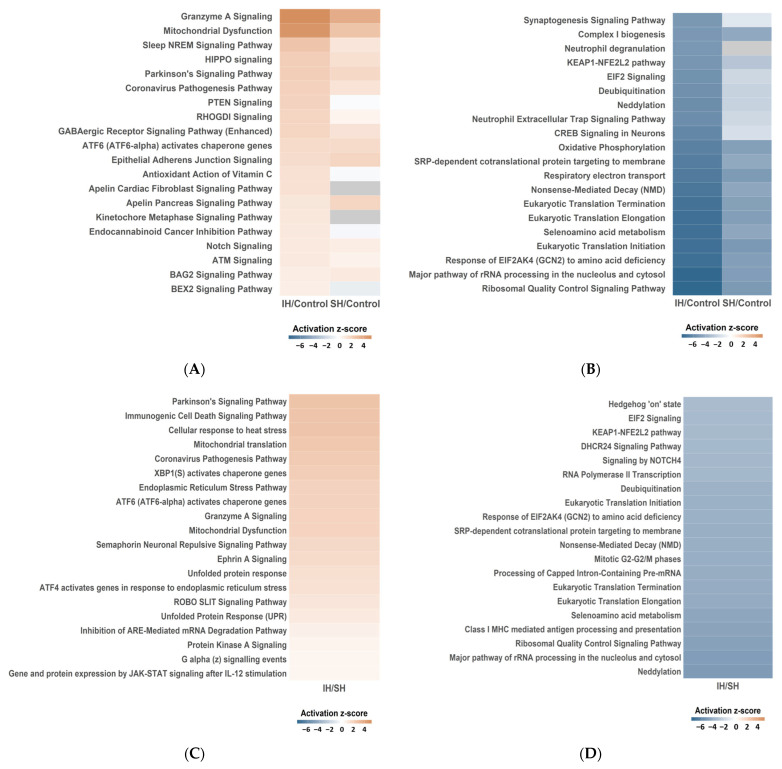
QIAGEN Ingenuity Pathway Analysis (QIAGEN IPA) results showing altered molecular pathways (control: *n* = 4, IH and SH: *n* = 5 each). (**A**) Major molecular pathways activated in the IH group compared to the control group. Pathways such as mitochondrial dysfunction were activated. (**B**) Major molecular pathways inhibited in the IH group compared to the control group. The KEAP1-NFE2L2 antioxidant pathway was inhibited. (**C**) Major molecular pathways activated in the IH group compared to the SH group. (**D**) Major molecular pathways inhibited in the IH group compared to the SH group. The KEAP1-NFE2L2 antioxidant pathway was inhibited. The *X*-axis shows −log_10_ (*p*-value) and the color scale shows activation Z-score, with red indicating activation and blue indicating inhibition. Statistical significance was set at −log_10_ (*p*) > 1.3 and |Z-score| > 2.0. IH, intermittent hypoxia; SH, sustained hypoxia.

**Figure 5:**
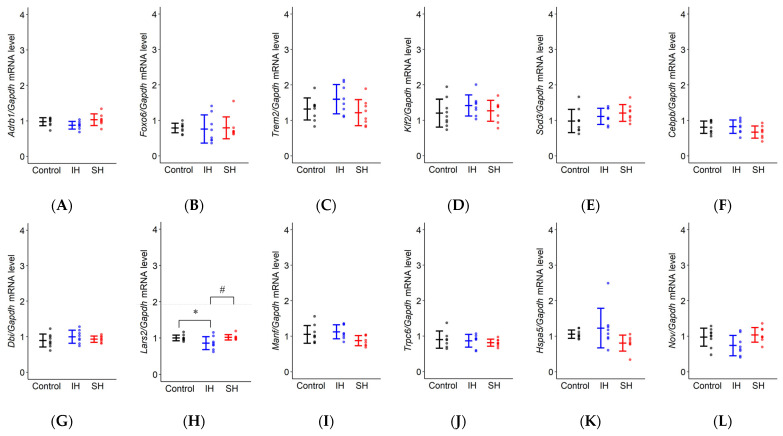

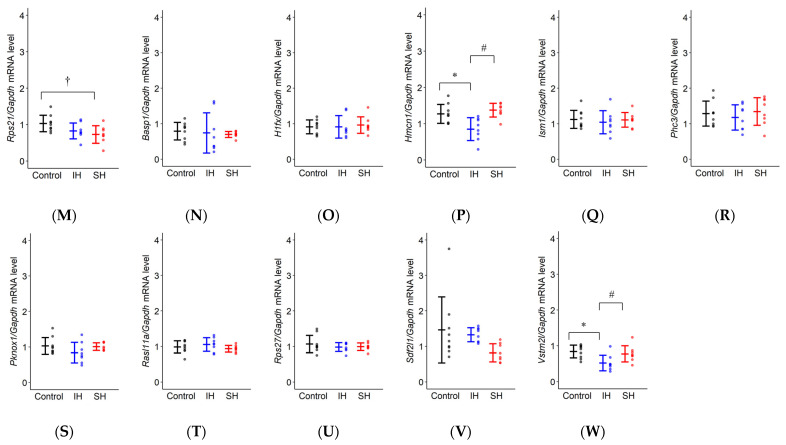
*Adrb1, Foxo6, Trem2, Klf2, Sod3, Cebpb, Dbi, Lars2, Manf, Trpc6, Hspa5, Nov, Rps21, Basp1, H1fx, Hmcn1, Ism1, Phc3, Pknox1, Rasl11a, Rps27, Sdf2l1,* and *Vstm2l.* (**A**–**W**) mRNA expression in mouse hippocampus. Values are presented as mean ± standard error (control: *n* = 9, IH and SH: *n* = 8 each). (**H**) *Lars2* mRNA in the IH group showed a significant decrease compared to the SH group (# *p* = 0.036) and a trend towards decrease compared to the control group (*p* = 0.056). (**M**) *Rps21* mRNA in the SH group showed a significant decrease compared to the control group († *p* = 0.033). (**P**) *Hmcn1* mRNA in the IH group showed a significant decrease compared to both the control group (* *p* = 0.008) and the SH group (# *p* = 0.002). (**W**) *Vstm2l* mRNA in the IH group showed a significant decrease compared to the control group (* *p* = 0.012) and a trend toward decrease compared to the SH group (*p* = 0.055). Statistical analysis was performed using one-way ANOVA followed by Tukey’s HSD test. * *p* < 0.05 vs. control; # *p* < 0.05, IH vs. SH; † *p* < 0.05, SH vs. control. Statistical significance was set at *p* < 0.05. IH, intermittent hypoxia; SH, sustained hypoxia.

**Figure 6:**
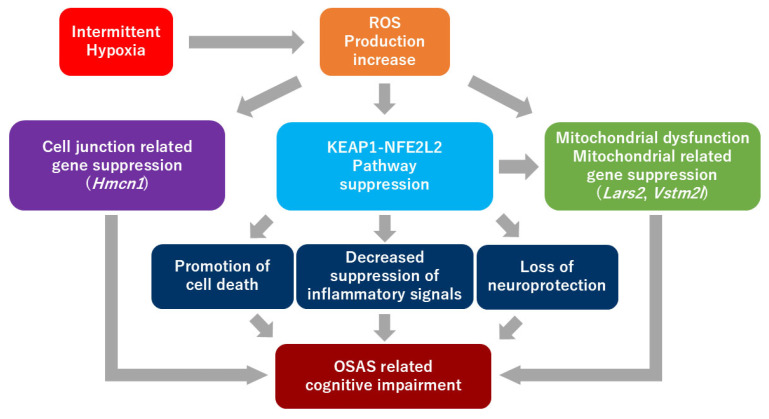
Proposed molecular mechanisms of cognitive dysfunction induced by intermittent hypoxia. IH leads to increased ROS production, which suppresses the KEAP1-NFE2L2 antioxidant pathway. This central pathway suppression results in multiple downstream effects including decreased suppression of inflammatory signals [21], promotion of cell death [23], and loss of neuroprotection [24]. Additionally, IH-induced ROS production causes suppression of mitochondrial-related genes (*Lars2*, *Vstm2l*) and cell junction-related genes (*Hmcn1*), leading to mitochondrial dysfunction [22]. These molecular pathways converge to ultimately cause OSAS-related cognitive impairment. IH, intermittent hypoxia; ROS, reactive oxygen species.

**Table 1:** The top 50 DEGs in each comparison, ranked by absolute log_2_ FC magnitude.

IH/Control			SH/Control			IH/SH		
Gene	log_2_FC	*p*-Value	Gene	log_2_FC	*p*-Value	Gene	log_2_FC	*p*-Value
*Cebpb*	−1.993	6.666 × 10^−6^	*Phc3*	1.843	5.262 × 10^−7^	*Phc3*	−1.545	1.708 × 10^−3^
*Fos*	−1.644	5.295 × 10^−4^	*Gng13*	−1.726	7.609 × 10^−5^	*Cebpb*	−1.373	1.165 × 10^−5^
*Plin4*	1.441	3.014 × 10^−3^	*Npas4*	−1.492	3.315 × 10^−4^	*H3c14*	−1.317	1.381 × 10^−2^
*Npas4*	−1.349	9.500 × 10^−3^	*Cysrt1*	−1.346	2.177 × 10^−5^	*Map3k6*	1.086	7.855 × 10^−3^
*C2cd4b*	−1.296	2.150 × 10^−4^	*Plin4*	1.323	9.619 × 10^−4^	*Hspb1*	1.009	1.044 × 10^−3^
*Rps27rt*	−1.249	3.471 × 10^−2^	*Egr4*	−1.295	2.606 × 10^−3^	*Dynlt1f*	−0.929	1.321 × 10^−3^
*Hmcn1*	−1.209	6.247 × 10^−3^	*Pcdha11*	−1.290	5.937 × 10^−3^	*Gng13*	0.901	2.744 × 10^−3^
*Cysrt1*	−1.201	3.383 × 10^−4^	*Ankub1*	1.182	1.129 × 10^−3^	*Rpl17-ps8*	−0.895	4.822 × 10^−4^
*H1f10*	−1.195	6.248 × 10^−7^	*C2cd4b*	−1.181	9.489 × 10^−4^	*Rpl39*	−0.886	2.877 × 10^−5^
*Hbb-bt*	−1.187	1.340 × 10^−2^	*Enho*	−1.174	4.272 × 10^−5^	*Snurf*	−0.857	8.045 × 10^−3^
*Arc*	−1.181	1.848 × 10^−2^	*Ier2*	−1.145	8.485 × 10^−4^	*Moap1*	0.856	3.136 × 10^−2^
*Pknox1*	1.181	2.139 × 10^−3^	*Junb*	−1.114	5.181 × 10^−4^	*Phospho1*	0.844	2.287 × 10^−3^
*Junb*	−1.172	1.515 × 10^−4^	*Fos*	−1.104	2.005 × 10^−4^	*Gnpnat1*	−0.836	4.827 × 10^−2^
*Egr2*	−1.153	3.605 × 10^−2^	*Gm1673*	−1.103	1.217 × 10^−3^	*Rps21*	−0.788	1.248 × 10^−5^
*Btg2*	−1.121	5.394 × 10^−4^	*Slc18a2*	1.093	3.518 × 10^−3^	*Tnfsf10*	−0.766	1.568 × 10^−2^
*Pla2g4e*	−1.115	4.045 × 10^−3^	*Btg2*	−1.093	1.799 × 10^−4^	*Hspa1b*	0.759	1.929 × 10^−3^
*Egr4*	−1.107	2.171 × 10^−3^	*Zic4*	1.084	4.950 × 10^−2^	*Gm13304*	−0.740	1.380 × 10^−2^
*Sdf2l1*	1.067	7.463 × 10^−4^	*Inhba*	1.064	1.554 × 10^−3^	*Gm13306*	−0.740	1.525 × 10^−2^
*Slc18a2*	1.062	6.197 × 10^−3^	*Gm44126*	1.060	1.597 × 10^−2^	*Rpl17*	−0.738	1.073 × 10^−2^
*Adrb1*	−1.055	6.714 × 10^−5^	*Arc*	−1.047	2.575 × 10^−2^	*Gm10591*	−0.737	6.057 × 10^−3^
*Tmem238*	−1.049	2.205 × 10^−4^	*Pknox1*	1.016	4.399 × 10^−3^	*Ccl21b*	−0.736	1.243 × 10^−2^
*Ier2*	−1.042	2.628 × 10^−3^	*Mrpl52*	−1.010	5.217 × 10^−7^	*Gm20498*	−0.724	5.646 × 10^−3^
*Dusp1*	−1.038	8.774 × 10^−4^	*Rasl11a*	−1.005	4.835 × 10^−4^	*Hmgcs2*	−0.716	7.510 × 10^−4^
*Rasl11a*	−1.031	9.329 × 10^−4^	*Pcsk1n*	−0.990	1.870 × 10^−5^	*Rnasek*	0.704	4.290 × 10^−2^
*Ism1*	−1.025	1.550 × 10^−3^	*Tmem238*	−0.987	8.084 × 10^−4^	*Dcst1*	−0.701	4.809 × 10^−2^
*Vstm2l*	−1.021	6.329 × 10^−6^	*Wnt9a*	−0.979	1.821 × 10^−3^	*Pcdha3*	−0.699	2.567 × 10^−3^
*Ankub1*	1.004	3.126 × 10^−2^	*Tnfaip6*	0.965	1.090 × 10^−2^	*U2af1l4*	−0.698	1.711 × 10^−2^
*Zfp708*	0.990	1.405 × 10^−2^	*Oxld1*	−0.963	1.739 × 10^−2^	*Hexim2*	0.687	1.335 × 10^−3^
*Tusc1*	−0.989	3.795 × 10^−3^	*Dnah12*	0.938	2.121 × 10^−2^	*Gstp-ps*	−0.665	2.933 × 10^−3^
*Adamts16*	−0.983	6.563 × 10^−3^	*Apold1*	−0.928	4.507 × 10^−2^	*2300009A05Rik*	0.664	3.020 × 10^−2^
*Inhba*	0.980	1.889 × 10^−3^	*Mrpl54*	−0.926	8.988 × 10^−4^	*Itm2a*	−0.657	9.970 × 10^−6^
*Lamc2*	0.973	4.439 × 10^−2^	*Prrg1*	0.919	5.807 × 10^−3^	*Adrb1*	−0.657	8.013 × 10^−4^
*Pcdhgb5*	−0.961	1.859 × 10^−2^	*Phospho1*	−0.918	3.473 × 10^−3^	*Lfng*	0.654	2.993 × 10^−3^
*Iqschfp*	−0.955	2.146 × 10^−2^	*Gm2423*	−0.911	9.762 × 10^−4^	*Dbi*	0.654	4.166 × 10^−5^
*Ccl21b*	−0.955	2.696 × 10^−3^	*S100a13*	−0.910	1.517 × 10^−4^	*Rps28*	−0.648	5.831 × 10^−4^
*Peg10*	0.935	1.883 × 10^−2^	*Rps29*	−0.896	2.184 × 10^−4^	*Scrg1*	−0.642	2.020 × 10^−3^
*Hba-a2*	−0.928	1.310 × 10^−4^	*Ly6h*	−0.872	2.158 × 10^−3^	*Adamts16*	−0.642	4.729 × 10^−2^
*Gm13889*	−0.916	1.187 × 10^−5^	*Trnp1*	−0.868	9.911 × 10^−5^	*Hspa1a*	0.641	2.541 × 10^−3^
*Sap30l*	−0.913	1.711 × 10^−4^	*Klf2*	−0.864	4.240 × 10^−3^	*Mrpl54*	0.639	1.883 × 10^−3^
*Plekhg4*	0.905	5.845 × 10^−3^	*Myl6b*	−0.856	5.866 × 10^−4^	*Ptpn6*	0.639	8.596 × 10^−3^
*Gm10591*	−0.894	1.155 × 10^−2^	*Sap30l*	−0.852	5.689 × 10^−6^	*Peg10*	0.636	4.555 × 10^−2^
*Fbxl9*	−0.886	5.532 × 10^−6^	*Erf*	−0.844	5.686 × 10^−4^	*Rtl3*	0.635	2.598 × 10^−2^
*Wnt9a*	−0.866	4.959 × 10^−3^	*Tmem160*	−0.843	2.832 × 10^−3^	*Fancd2*	−0.631	1.993 × 10^−2^
*Frat2*	−0.861	4.246 × 10^−3^	*Sox18*	−0.842	1.348 × 10^−2^	*Ror1*	−0.626	9.413 × 10^−3^
*Sts*	−0.855	8.503 × 10^−4^	*Rpl38*	−0.840	2.093 × 10^−5^	*Otogl*	−0.624	1.961 × 10^−2^
*Insm1*	−0.844	5.657 × 10^−4^	*Tmem256*	−0.840	1.783 × 10^−4^	*Rpl22l1*	−0.624	2.989 × 10^−4^
*Hspb1*	0.843	1.663 × 10^−2^	*Tead3*	−0.840	5.864 × 10^−3^	*Lars2*	−0.619	4.500 × 10^−3^
*Tomm6*	−0.838	2.268 × 10^−3^	*Zfp524*	−0.836	1.869 × 10^−3^	*Nadsyn1*	−0.614	1.815 × 10^−2^
*Arf6*	−0.837	1.101 × 10^−6^	*Hcfc1r1*	−0.829	1.688 × 10^−6^	*Cdk2ap2*	0.611	2.685 × 10^−3^
*Pgam2*	−0.836	1.671 × 10^−2^	*Chchd10*	−0.822	2.469 × 10^−4^	*Ppara*	−0.608	2.653 × 10^−2^

**Table 2:** RT-qPCR results for mRNA expression levels.

Gene	F Value	LS Mean	IH vs. Control	SH vs. Control	IH vs. SH
*Adrb1*	F(2,22) = 2.915, *p* = 0.075	Control: 0.977 ± 0.064 IH: 0.877 ± 0.066 SH: 1.033 ± 0.066	*p* = 0.277	*p* = 0.662	*p* = 0.066
*Foxo6*	F(2,22) = 0.029, *p* = 0.971	Control: 0.786 ± 0.144 IH: 0.758 ± 0.148 SH: 0.791 ± 0.148	*p* = 0.979	*p* = 0.999	*p* = 0.973
*Trem2*	F(2,22) = 2.343, *p* = 0.120	Control: 1.321 ± 0.176 IH: 1.597 ± 0.181 SH: 1.218 ± 0.181	*p* = 0.282	*p* = 0.831	*p* = 0.116
*Klf2*	F(2,22) = 0.899, *p* = 0.421	Control: 1.202 ± 0.163 IH: 1.417 ± 0.168 SH: 1.269 ± 0.168	*p* = 0.400	*p* = 0.912	*p* = 0.656
*Sod3*	F(2,22) = 1.495, *p* = 0.246	Control: 0.984 ± 0.132 IH: 1.114 ± 0.135 SH: 1.209 ± 0.135	*p* = 0.588	*p* = 0.222	*p* = 0.765
*Cebpb*	F(2,22) = 1.808, *p* = 0.188	Control: 0.808 ± 0.087 IH: 0.823 ± 0.089 SH: 0.670 ± 0.089	*p* = 0.984	*p* = 0.271	*p* = 0.223
*Dbi*	F(2,22) = 0.930, *p* = 0.409	Control: 0.892 ± 0.078 IH: 0.997 ± 0.080 SH: 0.928 ± 0.080	*p* = 0.384	*p* = 0.891	*p* = 0.668
*Lars2*	F(2,22) = 4.376, * *p* = 0.025	Control: 0.999 ± 0.058 IH: 0.857 ± 0.059 SH: 1.016 ± 0.059	*p* = 0.056	*p* = 0.954	* *p* = 0.036
*Manf*	F(2,22) = 3.191, *p* = 0.061	Control: 1.051 ± 0.099 IH: 1.123 ± 0.102 SH: 0.872 ± 0.102	*p* = 0.753	*p* = 0.194	*p* = 0.057
*Trpc6*	F(2,20) = 0.452, *p* = 0.643	Control: 0.900 ± 0.094 IH: 0.866 ± 0.090 SH: 0.812 ± 0.090	*p* = 0.932	*p* = 0.624	*p* = 0.822
*Hspa5*	F(2,21) = 2.733, *p* = 0.088	Control: 1.057 ± 0.177 IH: 1.226 ± 0.182 SH: 0.802 ± 0.182	*p* = 0.591	*p* = 0.340	*p* = 0.073
*Nov*	F(2,22) = 2.310, *p* = 0.123	Control: 0.973 ± 0.120 IH: 0.738 ± 0.123 SH: 0.954 ± 0.123	*p* = 0.145	*p* = 0.987	*p* = 0.207
*Rps21*	F(2,22) = 3.870, * *p* = 0.036	Control: 1.029 ± 0.111 IH: 0.826 ± 0.114 SH: 0.729 ± 0.114	*p* = 0.182	* *p* = 0.033	*p* = 0.676
*Basp1*	F(2,22) = 0.151, *p* = 0.861	Control: 0.792 ± 0.173 IH: 0.741 ± 0.178 SH: 0.697 ± 0.178	*p* = 0.953	*p* = 0.849	*p* = 0.967
*H1fx*	F(2,22) = 0.110, *p* = 0.897	Control: 0.912 ± 0.122 IH: 0.913 ± 0.125 SH: 0.963 ± 0.125	*p* = 1.000	*p* = 0.909	*p* = 0.916
*Hmcn1*	F(2,22) = 9.196, * *p* = 0.001	Control: 1.271 ± 0.126 IH: 0.849 ± 0.130 SH: 1.373 ± 0.130	* *p* = 0.008	*p* = 0.703	* *p* = 0.002
*Ism1*	F(2,22) = 0.204, *p* = 0.817	Control: 1.122 ± 0.130 IH: 1.044 ± 0.134 SH: 1.110 ± 0.134	*p* = 0.821	*p* = 0.995	*p* = 0.875
*Phc3*	F(2,22) = 0.423, *p* = 0.660	Control: 1.286 ± 0.177 IH: 1.179 ± 0.182 SH: 1.344 ± 0.182	*p* = 0.819	*p* = 0.943	*p* = 0.643
*Pknox1*	F(2,22) = 1.774, *p* = 0.193	Control: 1.030 ± 0.109 IH: 0.840 ± 0.112 SH: 1.010 ± 0.112	*p* = 0.212	*p* = 0.980	*p* = 0.306
*Rasl11a*	F(2,22) = 1.129, *p* = 0.342	Control: 0.988 ± 0.077 IH: 1.057 ± 0.079 SH: 0.938 ± 0.079	*p* = 0.652	*p* = 0.795	*p* = 0.312
*Rps27*	F(2,22) = 0.640, *p* = 0.537	Control: 1.067 ± 0.084 IH: 0.993 ± 0.086 SH: 0.984 ± 0.086	*p* = 0.570	*p* = 0.642	*p* = 0.993
*Sdf2l1*	F(2,22) = 2.764, *p* = 0.085	Control: 1.464 ± 0.286 IH: 1.327 ± 0.295 SH: 0.818 ± 0.295	*p* = 0.882	*p* = 0.084	*p* = 0.218
*Vstm2l*	F(2,22) = 5.509, * *p* = 0.012	Control: 0.840 ± 0.100 IH: 0.521 ± 0.103 SH: 0.775 ± 0.103	* *p* = 0.012	*p* = 0.799	*p* = 0.055

Asterisks indicate statistical significance: * *p* < 0.05. Statistical analysis was performed using one-way ANOVA. Tukey’s HSD test was conducted to examine differences between groups.

**Table 3:** Probes used for RT-qPCR analysis.

Gene	Forward Primer	Reverse Primer	Probe Sequence
*Adrb1*	5′-GTTTACTCAAGACCGAAAGCAG-3′	5′-CACTCTCCCAACTCCTCCTAA-3′	5′-/56-FAM/ATGCAAAGC/ZEN/CCACAGATCTATCGAATCA/3IABkFQ/-3′
*Basp1*	5′-CCTTTGCTGAGCGACCA-3′	5′-AGCTTGCCTCCCATCTTG-3′	5′-/56-FAM/TGAGCGCGG/ZEN/TGCCTCCAA/3IABkFQ/-3′
*Cebpb*	5′-GTTTCGGGACTTGATGCAATC-3′	5′-CCGCAGGAACATCTTTAAGTGA-3′	5′-/56-FAM/ACACGGGAC/ZEN/TGACGCAACACA/3IABkFQ/-3′
*Dbi*	5′-CATCTACAGTCACTTCAAACAAGC-3′	5′-ACATAGGTCTTCATGGCACTT-3′	5′-/56-FAM/ACTCGTGGA/ZEN/ACAAGCTGAAAGGAC/3IABkFQ/-3′
*Foxo6*	5′-AGGATAAAGCGACAGCAAC-3′	5′-CACCATGAACTCTTGCCAGT-3′	5’-/56-FAM/AGAACTCCA/ZEN/TTCGGCACAACCTGT/3IABkFQ/-3’
*H1fx*	5’-CAGGAAGGTGGCATGGTT-3’	5’-TGCAGTAGCGTATCGTTCTG-3’	5’-/56-FAM/AGCGCCCGG/ZEN/ATAGAGTACTTGAGG/3IABkFQ/-3’
*Hmcn1*	5’-AGTAAGCACTACAGCCTTCAAG-3’	5’-GCACGTCATAGAGGTAGAACTG-3’	5’-/56-FAM/CCACCGAAT/ZEN/ATGGACAACGCAATGG/3IABkFQ/-3’
*Hspa5*	5’-AGAGTTCTTCAATGGCAAGGAG-3’	5′-ATCAAGCAGTACCAGATCACC-3′	5′-/56-FAM/ACAGCGGCA/ZEN/CCATAGGCTACAG/3IABkFQ/-3′
*Ism1*	5′-GATGACAGCAACTTCCTCAGT-3′	5′-AGACAGACCAGAGACTCCAAT-3′	5′-/56-FAM/AGAGCAGCC/ZEN/AGAGTATGATTCCACAGA/3IABkFQ/-3′
*Klf2*	5′-GCAAGACCTACACCAAGAGC-3′	5′-CTTCCAGCCGCATCCTTC-3′	5′-/56-FAM/TGCGTACAC/ZEN/ACACAGGTGAGAAGC/3IABkFQ/-3′
*Lars2*	5′-GTTCTATGCACGATTCCTCAGT-3′	5′-ATGGAAGGCGGAATGTCTG-3′	5′-/56-FAM/AAGGTTCCC/ZEN/TGTGCTTCACCATCTT/3IABkFQ/-3′
*Manf*	5′-TCACATTTTCACCAGCCACTA-3′	5′-CTTCGACACCTCATTGATGATCT-3′	5′-/56-FAM/ACCGATTCT/ZEN/CTTTGCCTCTTGCTTCA/3IABkFQ/-3′
*Nov*	5′-AGATGAGACCCTGTGACCAG-3′	5′-AAATGACCCCATCGAACACA-3′	5′-/56-FAM/CGCAGACCC/ZEN/CAACAACCAGACT/3IABkFQ/-3′
*Phc3*	5′-GCCTTCATCCATTCTTTGCC-3′	5′-GCTTCATGTTCATTGCACTCAT-3′	5′-/56-FAM/CCCTGAACT/ZEN/CATCTGCAACGTCCTG/3IABkFQ/-3′
*Pknox1*	5′-CTGTTCTTAGATGTTTGCTCGTC-3′	5′-GTCCACTTCAGACATCAGATCA-3′	5′-/56-FAM/TGCACGGCT/ZEN/CTGTTCTTCCAGG/3IABkFQ/-3′
*Rasl11a*	5′-CGACTACGAACCCAACACAG-3′	5′-AGAGAATCCACCATTTGACTGAG-3′	5′-/56-FAM/ATAGCTGGT/ZEN/CCCCCTCCACATAGA/3IABkFQ/-3′
*Rps21*	5′-GAACGTGGCCGAGGTTG-3′	5′-AGACAATTCCATCAGCCTTAGC-3′	5′-/56-FAM/TCATCTGAC/ZEN/TCGCCCATCCTGC/3IABkFQ/-3′
*Rps27*	5′-AGTTCTCCTCGCTCGCA-3′	5′-CCGTGGTGATTTATAGCATCC-3′	5′-/56-FAM/CCAGGCGCT/ZEN/TTTTCTTGTGTTTCCT/3IABkFQ/-3′
*Sdf2l1*	5’-TCGCCGCTATCCAACAAC-3’	5’-CCCAGAACATCGGACTGTC-3’	5’-/56-FAM/TCATCACCC/ZEN/TCACCGTCTTCCC/3IABkFQ/-3’
*Sod3*	5’-GGCAACTCAGAGGCTCTTC-3’	5’-GTAGCAAGCCGTAGAACAAGA-3’	5’-/56-FAM/TTTCCCTCT/ZEN/GGTGAAGTTCAGGCC/3IABkFQ/-3’
*Trem2*	5’-GACCTCTCCACCAGTTTCTC-3’	5’-GCTTCAAGGCGTCATAAGTACA-3’	5’-/56-FAM/TCCCAAGCC/ZEN/CTCAACACCACG/3IABkFQ/-3’
*Trpc6*	5’-CTGGCTCTCATATACTGGTGTG-3’	5’-TCAGCTGCATTCATGACGAG-3’	5’-/56-FAM/AGGAGGCTG/ZEN/CGTGTGCTACAAA/3IABkFQ/-3’
*Vstm2l*	5’-ACTACCTGGCACTTTTCCTG-3’	5’-ATCTCTACATCCTCGCCTGT-3’	5’-/56-FAM/CCGGACACG/ZEN/CACTCTTCACAGA/3IABkFQ/-3’
*Gapdh*	5’-AATGGTGAAGGTCGGTGTG-3’	5’-GTGGAGTCATACTGGAACATGTAG-3’	5’-/56-FAM/TGCAAATGG/ZEN/CAGCCCTGGTG/3IABkFQ/-3’

## Data Availability

Raw data were generated at Showa Medical University. Derived data supporting the findings of this study are available from the corresponding author Y.U. upon reasonable request.

## Abbreviations

The following abbreviations are used in this manuscript:

OSAS	Obstructive sleep apnea syndrome
IH	Intermittent hypoxia
SH	Sustained hypoxia
ROS	Reactive oxygen species
RNA-seq	RNA sequencing
DEGs	Differentially Expressed Genes
FC	Fold change
GO	Gene Ontology
IPA	Ingenuity Pathway Analysis

How the deposited data were processed for this re-analysis (not part of the article)

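Hippocampal RNA-seq counts of 4 control, 5 IH and 5 SH mice were analysed. The authors trimmed reads with fastp, aligned them to GRCm39 with HISAT2, quantified them with StringTie and deposited one table for 7756 genes. As deposited by the authors, its values are estimated counts of reads per gene, made by StringTie without normalization between samples. According to the methods, the genes were selected as protein-coding, above a count of 40 in each group and with a processed signal that differed from the control group. In the table, 108 genes were under 40 counts in all libraries and 183 had no group mean of at least 40. Since the selection used the same group labels, adjusted p-values, shares of changed genes and correlations between comparisons hold only within it. Values of 10 genes were not whole and were rounded. All 14 sample columns were used.

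The test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts with TMM scaling, in one fit of the 3 groups, over the 7338 genes with a mean count of at least 40 in every group. P-values were adjusted by the Benjamini-Hochberg method over these genes. Genes were also counted at the study's limits, a log2 fold change beyond 0.58 and an unadjusted p under 0.05. The paper's text does not name the test behind the RNA-seq p-values. The test was run on simulated data for 7338 genes, of which 200 were changed by known fold changes. It recovered 79.5% of them with 4 false calls. The standard error is the log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the TMM-adjusted library size relative to its mean.

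Sets of genes (OXPHOS subunits, mitochondrial and cytosolic ribosomal proteins, mitochondrial aminoacyl-tRNA synthetases, proteasome subunits, NRF2 targets, KEAP1-NFE2L2 regulators, immediate early genes, ER chaperones, heat shock genes, HIF targets, glucocorticoid-induced genes, erythrocyte genes, and markers of choroid plexus, thalamus and striatum, dentate gyrus, and CA1 and CA3) were tested with camera in limma 3.58.1. A list of liver transcripts was written after the data were examined. Named genes are those of the results text, Figure 2, Table 2 and the discussion, the first genes of Table 1 and the 5 genes with the smallest adjusted p in each comparison.

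The rule for named genes, the sets and the following alternatives were set before the data were examined. They were DESeq2 1.42.0, scaling by the 80th percentile or by library total, no filter and filterByExpr, a fit of only the 2 groups compared, the replicate number as a block, removal of GC content and transcript length trends by loess, the study's own processing with a linear model, stricter thresholds, fry and camera with an estimated correlation, separate control libraries for each comparison, and leaving out each library. A covariate for choroid plexus markers, the length and GC trends alone, and the slopes of the libraries on length and GC content with each library left out, were added after the data were examined. Gene symbols were matched to GENCODE, 7707 directly and 13 through synonyms, and 36 were not matched. Length and GC content were available for 7720 genes. The 80th percentile scaling and the study's own processing were applied to the deposited genes only. The paper lists its scaling before its gene filters, so these settings do not reproduce it exactly.

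Replicate numbers were not treated as pairs. The correlation of deviations from the group means was between -0.296 and 0.466 over 13 same-numbered pairs, and was above 0.1 in 6 of them. No libraries were duplicates, since the chi-square per degree of freedom within groups was at least 8.96 over 26 pairs of libraries. The total count per library was between 7203659 and 11777101 and did not differ between IH and control (exact permutation test, 2-sided, p = 0.190) or SH and control (p = 0.262). Counts on genes that share sequence with near-identical copies, such as ribosomal protein genes and Gapdh, are uncertain. The behavioral tests and the RT-qPCR were not analysed here as data; the paper's RT-qPCR means are compared with the counts after the article.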

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

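Of the tests below, those of liver transcripts, of the heat shock genes, of the dentate gyrus markers moving together and of the length and GC content slopes for a library far from the others were chosen after the results were seen. Of 147 groups of libraries tested for a library far from the others, 9 had one, against 7.35 that chance gives. Of these, 4 concern IH replicate 3.

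The normalized count of Phc3 was 2258 in IH replicate 3 and 604 to 817 in the other IH libraries, and 573 in control replicate 1 against 704 to 729 in the others. The SH libraries lay at 2240 to 2758, a range that holds the value of IH replicate 3. Without IH replicate 3, the log2 fold change of Phc3 in IH vs. control was 0.070 in place of 0.58. In the same library, the proteasome set level was 0.096 against -0.096 to -0.049, and cytosolic ribosomal proteins took 1.90% of the counts against 1.61% to 1.69%. Its slope of log2 deviation on log2 transcript length was -0.073, against 0.026 to 0.042 in the other IH libraries and -0.065 to -0.038 in the controls. A slope below 0 goes with higher levels of short transcripts, and the median length was 1047 in the ribosomal protein genes and 1403 in the proteasome genes against 3440.5 in all genes tested. The Phc3 transcript is 10959 long, so a slope below 0 goes with a lower level of Phc3 and not with its higher count. For the proteasome and ribosomal protein genes, a single library does not decide between length bias and a true difference. The cause stays open for Phc3 and for these genes, and no biological explanation within a group is given by the design.

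Adrb1 was at 577 normalized counts in control replicate 1 and at 462 to 476 in the other controls. Keap1 was at 1728 in control replicate 1 against 1540 to 1551, and at 1604 in SH replicate 1 against 1374 to 1427. The immediate early gene level was 0.160 in IH replicate 5 and -0.216 to -0.148 in the other IH libraries. The number of outlying libraries is near what chance gives.

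Heat shock genes, which the paper does not discuss, had a median log2 fold change of 0.30 in IH vs. control (adjusted p = 0.00106, camera), with 9 of 10 genes higher, and were also higher in IH than in SH (0.22, adjusted p = 1.3172e-04), which come from one experiment. Both calls held under fry. With GC content and length trends removed the medians were 0.32 (adjusted p = 4.69e-04, camera) and 0.22 (adjusted p = 1.08e-04), which argues against these trends as the whole cause, and the difference between experiments cannot produce the 0.22 between IH and SH. Other technical explanations for the heat shock genes, such as the different gas delivery systems of IH and SH, were not tested. Dentate gyrus markers had a median of 0.31 in IH vs. control and 0.36 in SH vs. control, but neither call held under fry (adjusted p = 0.256 and 0.193), and with the trends removed that in IH was lost (median 0.35, adjusted p = 0.0532, camera). The list holds Trpc6, which the study picked from these libraries, and the hippocampus contains the dentate gyrus. A different share of dentate tissue stays open as an explanation, as does the difference between experiments, for which the design leaves the controls and the hypoxia groups confounded. Over the libraries, with group means removed, the dentate markers moved together (mean pairwise r = 0.678), as the choroid plexus markers did (0.934, above the highest of 1000 random sets, 0.160). This is consistent with unequal tissue content. For the thalamus and striatum markers the value was 0.0867, which 17 of 1000 random sets reached, so their source stays open.

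Alb, which the paper does not discuss, had a mean of 49 counts in SH, with 5 to 156 in each of the 5 SH libraries, at most 2 in control and 0 in IH. Whether this passes depends on the scale. The exact permutation test of SH vs. control (2-sided) gave p = 0.0556 on the counts, p = 0.0159 on log2(count + 1) and p = 0.00794 on log2(normalized count + 0.5). Of 30 other liver transcripts, listed after Alb was noticed, 21 were highest in SH, and none was above 40 counts in any library. Their sum was 20.7 ± 10.7 (SD, n = 5) per 1e+06 counts in SH and 10.6 ± 2.86 (SD, n = 4) in control (exact permutation test, 2-sided, p = 0.111). RNA or reads from liver may be the source, and the test leaves it open.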

How the results depend on the processing

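All results below are for the comparisons and alternatives named. The calls for OXPHOS subunits and cytosolic ribosomal proteins in IH vs. control and SH vs. control kept their direction and threshold under DESeq2's size factors, the other scalings, both filters, the fit of 2 groups, the replicate block and all 14 fits that each left out 1 library. Apart from the filters, the thresholds and fewer libraries, whose construction gives fewer or more genes, the cause was not tested.

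Removing GC content and length trends took the genes with an adjusted p under 0.05 to 423 in IH vs. control and 596 in SH vs. control, the genes lower in SH at the study's limits to 53, and the correlation between the comparisons against control to 0.685. The OXPHOS median became -0.014 in IH (adjusted p = 0.442) and -0.071 in SH, the ribosomal protein median -0.028 in SH, and the proteasome median 0.014 in SH. Keap1 changed sign, to 0.052 in IH and 0.032 in SH. With the replicate block added, the values were 355, 574, 59, 0.662, -0.0037, -0.062, -0.044, 0.020, 0.068 and 0.048 in the same order, and 12 genes were shared by IH vs. SH and SH vs. control. Among single genes, 6 calls were lost and 3 gained without the block. Over the alternatives, adjusted p-values of the OXPHOS set in IH lay between 1.06e-11 and 0.631.

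The length trend alone, added after the data were examined, took the OXPHOS median in IH to -0.026 and the SH medians of ribosomal proteins, proteasome subunits and NRF2 targets to 0.029, 0.051 and 0.0071. With the GC trend alone, the proteasome median in IH passed the threshold at -0.088. The covariate for choroid plexus markers, also added, changed the sign of the NRF2 median in IH vs. SH (0.0041) and of Lars2 in IH vs. control (-0.0041).

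With no filter on low counts, which tests more genes, 135 genes were higher in SH, 61 lower in IH than SH, 31 shared by IH vs. control and IH vs. SH and 35 by IH vs. SH and SH vs. control, and the correlation was 0.538. With filterByExpr, 29 genes were shared by IH vs. control and IH vs. SH, and the correlation was 0.705. In IH vs. SH, the genes with an adjusted p under 0.05 numbered 300 with DESeq2, 64 with the fit of 2 groups, and 42 and 49 with the study's processing without and with moderation. With 2 control libraries for each comparison, the correlation was 0.298 and 47 genes were shared. An adjusted p under 0.1 gave 1473 genes in IH vs. control and 310 in IH vs. SH. An adjusted p under 0.05 at the same fold change left 63 genes higher in IH, 49 higher in SH, 11 lower and 11 higher in IH vs. SH, 5 shared by IH vs. control and IH vs. SH and 10 by IH vs. SH and SH vs. control.

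The share of lower genes at the study's limits was 42.1% in IH vs. control and 55.3% in SH vs. control. It was 50.96% and 68.5% with the study's processing without moderation, 50.2% and 66.2% with moderation, and 32.9% and 36.8% with the trends removed. In SH the lower genes were also the minority with library total scaling (47.5%), with no filter (47.7%) and without control replicate 4 (46.8%) or SH replicate 2 (48.5%). With the trends removed and the replicate block added they were at 42.1% in SH. In IH they were the majority only with the study's processing and without IH replicate 5 (52.5%), and lowest without control replicate 4 (32.1%).

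The replicate block left the ribosomal protein median in IH vs. SH at -0.098 (adjusted p = 0.0664, with 6.21e-05 to 0.793 over the alternatives), no longer past the threshold. It changed no other call of the 4 sets it was fitted for (OXPHOS subunits, cytosolic ribosomal proteins, proteasome subunits and NRF2 targets) and none of the 60 results for single genes it was fitted for, and the other sets were not fitted with it. Same-numbered libraries deviated together in some pairs only, with a correlation above 0.1 in 6 of 13 pairs. The mean correlation was 0.095, against -0.024 over 52 other pairs. Whether replicate numbers mark more than labels stays open. Under fry the ribosomal protein median in IH vs. SH, -0.098, had an adjusted p of 0.408. With an estimated correlation, the medians of OXPHOS subunits (-0.15 in IH, -0.24 in SH) and ribosomal proteins (-0.20 in IH, -0.11 in SH, -0.098 in IH vs. SH) had adjusted p-values of 0.438 to 0.793.

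Across the 14 fits that each left out 1 library, genes with an adjusted p under 0.05 numbered 386 (without control replicate 2) to 979 in IH vs. control, 906 (without control replicate 1) to 1743 in SH vs. control and 88 (without SH replicate 4) to 178 in IH vs. SH. Genes higher at the study's limits numbered 87 to 186 in IH and 70 to 142 in SH, and shared genes 57 to 118, each highest without control replicate 4 (186, 142 and 118). That library had the highest choroid plexus marker level of the controls, 2.88. The correlation was 0.701 to 0.804. Medians were -0.15 to -0.070 for the proteasome in IH vs. control and, in IH vs. SH, -0.13 to -0.058 for ribosomal proteins, 0.026 to 0.085 for OXPHOS and -0.070 to 0.0046 for NRF2 targets. Lars2 in IH vs. control lay between -0.030 and 0.077, and Trem2 in IH vs. SH between -0.15 and 0.060.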

Differences from the paper's values

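In IH vs. control, 83 genes were lower and 114 higher at the study's limits, against the paper's 170 and 46. None of the alternatives set before the data were examined closed the gap for the lower genes. For the higher genes, requiring an adjusted p under 0.05 gave 63. In SH vs. control, 89 genes were higher against the paper's 44, and 65 were higher with the study's processing without moderation and 49 with an adjusted p under 0.05; the other alternatives did not close the gap. In IH vs. SH, 42 genes were higher against the paper's 19, and none of these alternatives closed the gap. Genes shared by IH vs. SH and SH vs. control numbered 19 against the paper's 12. The 19 include Cebpb and Gng13, which were in all 3 comparisons, and the paper's text does not say whether its 12 do. Part of this gap may therefore be one of definition. A value within 1.5 times the paper's was reached with library total scaling (17), the fit of 2 groups (18), the replicate block (17), GC content and length trends removed (13, and 12 with the block), the study's processing (17, and 18 with moderation), the adjusted p (10), and without control replicate 1 (18), IH replicate 2 (18), SH replicate 2 (17) or SH replicate 3 (17).

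A shift of every gene in IH and SH by -0.109 and -0.051, the median differences between the fold changes of Table 1 and those found here, was tried after seeing the values and gave 177 lower and 56 higher genes in IH vs. control, 156 lower and 52 higher in SH vs. control, 51 lower and 28 higher in IH vs. SH, and 83, 25 and 16 shared genes. The genes lower in IH vs. SH (30 without the shift, 37 in the paper), those shared by IH vs. control and SH vs. control (76 without it, 73 in the paper) and those shared by IH vs. control and IH vs. SH (18 without it, 16 in the paper) moved away from the paper's numbers, and the other 6 counts moved closer. The shift is built from the paper's own fold changes, so it shows nothing about how the paper's lists were made.

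In units of 1e+06, the mean total count per library was 9.02 on the deposited genes, against the paper's 26.7 for reads per sample. These measure different things, and no alternative set before the data were examined bears on it. Of the genes of Table 1 tested here, 2 of 43 in IH vs. control, 0 of 47 in SH vs. control and 0 of 48 in IH vs. SH differed from the paper's log2 fold change by more than 1 standard error. The limits of Figure 2 were passed by 42, 47 and 41 of them. All 50 passed in IH vs. control with filterByExpr and with the study's processing, and in SH vs. control with no filter, with filterByExpr and with the study's processing with moderation. In IH vs. SH at most 44 passed, with no filter and with the moderated study's processing.

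The paper lists Klf2 among the genes shared by IH vs. control and SH vs. control. Its log2 fold change in IH was -0.55 here, short of the limit. It passed without control replicate 1 (-0.61), control replicate 3 (-0.66) or IH replicate 1 (-0.60), and under no other alternative set before the data were examined. Lars2 is in the paper's list for IH vs. SH, and was at -0.57 here, also short of the limit. It passed without IH replicate 1 (-0.584), IH replicate 4 (-0.587), IH replicate 5 (-0.627), SH replicate 3 (-0.590), SH replicate 4 (-0.603) or SH replicate 5 (-0.637), and under no other alternative set before the data were examined.

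The paper states that Nrf2 did not differ between groups. Here the log2 fold change of Nfe2l2 in IH vs. control, 0.54, was short of the fold change limit of Figure 2. At the study's limits it was therefore not called here either. With no limit on the fold change, it was higher in IH than in control (adjusted p = 0.0432, edgeR). This call was lost in 7 of the 14 fits that each left out 1 library. Without control replicate 1 the adjusted p was 0.127. The paper states that Rps21 was lower in SH by RT-qPCR. In the counts it was 0.21 above control in SH (adjusted p = 0.0821, edgeR) and lower in IH, and no alternative put it below control in SH. By RT-qPCR the paper states that Hmcn1 was lower in IH than in SH, and the counts gave -0.52 (adjusted p = 0.252, edgeR, with 0.137 to 0.403 over the alternatives). The paper describes Lars2 and Vstm2l as lowered specifically by IH, from RNA-seq and RT-qPCR. Its RT-qPCR used controls of the main experiment, while the counts use those of the preliminary one. For Rps21, Lars2 and Vstm2l, values against control therefore differ in measure and in control mice. In the counts, Lars2 was at 0.03 in IH vs. control and 0.60 in SH vs. control, and Vstm2l was lower in SH vs. control too (-0.65, adjusted p = 0.00144, edgeR), although with GC content and length trends removed it was lower in IH and not in SH (-0.098). The paper states stronger suppression of the KEAP1-NFE2L2 pathway in IH than in SH, from another kind of analysis; the median of NRF2 targets between IH and SH was -0.028 (adjusted p = 0.784, camera).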

Other observations

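The tests of both trends together, of the slopes with each library left out, of erythrocyte genes between IH and SH, ER chaperones, RT-qPCR signs, the first principal component, the choroid plexus covariate and the scaling were chosen after the results were seen.

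In other splits of the same libraries, 100 drawn for each comparison, the real one gave the most genes with an adjusted p under 0.05. In IH vs. control 1 split of 100 gave as many, in SH vs. control 1 and in IH vs. SH 1, each being the real one. At the study's limits the counts were 2 of 100 in IH vs. control and 1 of 100 in SH vs. control. In IH vs. SH, 26 of the 100 splits gave as many genes as the 72 of the real groups, and 1 gave 244, so this number is no larger than other groupings of the libraries give by chance.

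Genes that differ from control in both IH and SH cannot be attributed to hypoxia alone, because the controls came from a preliminary experiment. The median correlation of the 2 comparisons with separate controls was 0.298, and simulations of unchanged groups gave -0.0845 to 0.110. The simulations drew genes independently and without the selection of genes against control, so they do not decide whether 0.298 is beyond chance. A shared response and a difference between experiments would both raise the correlation, and they cannot be told apart. The RT-qPCR of the paper used controls from the main experiment. Of its 23 genes, 18 had the sign of the paper's RT-qPCR in IH vs. SH, 11 in IH vs. control and 10 in SH vs. control. A difference between the experiments may contribute, but Fisher's exact test for 18 against 11 gave p = 0.0654 (2-sided), and the genes are not independent. Adjusted over the list alone, 19 of the 23 genes had an adjusted p under 0.05 (edgeR) in IH vs. control, against 14 over all genes tested. The study chose the list on these samples, so the first is not independent evidence.

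The libraries differed in how counts depended on transcript length and GC content. The slope of log2 deviation on log2 length was -0.054 ± 0.013 (SD, n = 4) in control, 0.014 ± 0.049 (SD, n = 5) in IH and 0.029 ± 0.019 (SD, n = 5) in SH, which differed between SH and control (exact permutation test, 2-sided, p = 0.00794, adjusted 0.0238 over 6 tests) and not, after adjustment, between IH and control (p = 0.0476, adjusted 0.0714). The latter rests on IH replicate 3, at -0.073. Without it the slope in IH was 0.035 ± 0.0073 (SD, n = 4) and differed from control (exact p = 0.0286, the smallest that 4 libraries against 4 allow, adjusted 0.042857), whereas without any other single library the adjusted p was 0.0571 to 0.214. The GC content slope differed from control in IH (exact p = 0.00794, adjusted 0.0238) and SH (exact p = 0.0159, adjusted 0.0317), and neither slope differed between IH and SH (exact p = 0.722 and 0.302), except that the GC content slope did without SH replicate 1 (-0.0033 in IH and -0.010 in SH, exact p = 0.0238, adjusted 0.042857). Without IH replicate 1, 2, 4 or 5, the GC content slope in IH vs. control had an adjusted p of 0.0571, as did both slopes in SH vs. control without SH replicate 2, 3, 4 or 5. The exact p was then 0.0286, the smallest that 4 libraries against 4 allow, so these fits say nothing about stability. OXPHOS transcripts are short. Length bias may account for their lower level in IH, since their median was -0.026 after the length trend was removed, but a correction of this kind also removes a true change in short transcripts. GC content alone did not account for it (-0.14). For cytosolic ribosomal proteins in IH, both trends together left the median at -0.066, still past the threshold, which argues against them as the whole cause. For OXPHOS in SH the median was -0.071 with both trends removed, short of the threshold and not near 0, so bias and a lower level cannot be told apart. Apart from the length slope of IH replicate 3, the trends set the hypoxia groups apart from the controls, which stem from another experiment.

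ER chaperones had a median log2 fold change of 0.60 in IH vs. control, with 14 of 14 genes higher, 0.32 in SH vs. control and 0.36 in IH vs. SH. The set holds Manf, Hspa5 and Sdf2l1, which the study picked from these libraries and for which the paper states no difference by RT-qPCR. Length and GC bias did not account for it, as the median in IH was 0.56 with both trends removed. The difference between the preliminary and the main experiment cannot produce the 0.36 between IH and SH. The 2 groups were exposed in different gas delivery systems, so a difference in equipment stays open. A hypothesis is that the unfolded protein response is more active in IH. With an estimated correlation the adjusted p in IH vs. control was 0.256.

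Immediate early genes were lower in IH (median -0.55) and SH (-0.54) than in control, and differed little between IH and SH (0.059, adjusted p = 0.599, camera). This is what different handling or time of death of the preliminary controls would give, and a response to hypoxia in both groups remains possible. Erythrocyte genes had a median of -0.54 in IH vs. control, -0.30 in SH vs. control (adjusted p = 0.168, camera) and -0.35 in IH vs. SH (adjusted p = 0.00544 by camera and 0.021186 by fry), where 5 of 5 genes were lower. The difference between experiments cannot produce the part between IH and SH, but the different gas delivery systems of these groups were not tested as a cause. The mean pairwise r of a set of 4 genes, the hemoglobin genes and Alas2, was 0.252 within groups. As much was reached by 50 of 1000 random sets, so blood left in the tissue cannot be told from other causes. In IH vs. control, the changes in mean level of proteasome subunits and NRF2 targets differed by 0.0012 (exact permutation test, 2-sided, p = 0.976). Their median log2 fold changes were -0.12 and -0.095. A difference this far inside the spread cannot tell whether either set carries more of the change.

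The other sets gave these medians in IH vs. control and SH vs. control: HIF targets 0.18 and 0.14, glucocorticoid-induced genes 0.27 and 0.055, heat shock genes 0.30 and -0.0019, choroid plexus 0.13 and 0.29, thalamus and striatum 0.12 and 0.30, CA1 and CA3 -0.023 and -0.22, mitochondrial ribosomal proteins -0.073 and -0.19, mitochondrial aminoacyl-tRNA synthetases -0.015 and -0.0093, and KEAP1-NFE2L2 regulators, of which 3 were tested, 0.22 and 0.17. Of the calls by camera in these sets, those of mitochondrial ribosomal proteins in IH vs. control (adjusted p = 0.0436) and of glucocorticoid-induced genes in IH vs. SH (median 0.22, adjusted p = 0.0275) did not hold under fry (adjusted p = 0.127 and 0.194). HIF targets passed under fry in all 3 comparisons, IH vs. control (adjusted p = 3.01e-04), SH vs. control (adjusted p = 0.0119) and IH vs. SH (adjusted p = 0.0139). The last gives no clear direction. The median over the genes was -0.013, with 11 of 19 genes lower in IH, whereas the mean level of the set was higher in IH, at 0.063 ± 0.044 (SD, n = 5) against -0.0015 ± 0.045 (SD, n = 5) in SH, and all 5 IH libraries lay above the SH mean (exact permutation test, 2-sided, p = 0.0556). Under camera HIF targets fell short of the threshold in IH vs. control (adjusted p = 0.0704) and passed it there with GC content and length trends removed (median 0.12, adjusted p = 0.0389). That removal also took glucocorticoid-induced genes in IH vs. control past the threshold (0.35, adjusted p = 0.00508, against 0.0592) and mitochondrial ribosomal proteins in IH vs. control short of it, with the sign changed (0.018, adjusted p = 0.636). The sign of the aminoacyl-tRNA synthetases in IH vs. control changed too (8.8e-04). With an estimated correlation none of the 51 tests passed.

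The choroid plexus level of each library followed the first principal component (Pearson's r = 0.981, permutation p = 1e-05, the smallest that 100000 resamples can give; Spearman's rho = 0.864, permutation p = 1.5e-04; r = 0.979 without the 2 libraries farthest from the median), which held 23.4% of the variance. The component rests on the 17 markers themselves. After they were removed, r was 0.151 with the first component and 0.861 with the next, so tissue carried over from choroid plexus as the source of the leading spread cannot be told apart from the weight of the markers. With the level as a covariate, 743 genes had an adjusted p under 0.05 in IH vs. control against 802, which argues against it as the cause of that number.

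The study's lists held more lower than higher genes against control. Scaling by the 80th percentile of the deposited genes put the lower genes in IH vs. control at 48.2% against 42.1% with TMM. The paper lists its scaling before its gene filters, so the study's own scaling was not reproduced. The test therefore cannot decide whether a scaling offset is the source. Scaling by library total moved them the other way, to 34.3%. Gapdh, the reference gene of the RT-qPCR, had a log2 fold change of -0.56 in SH vs. control (standard error 0.30, adjusted p = 0.189, edgeR), and at least 60 near-identical copies in the genome make its counts uncertain.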
